# Differential regulation of mRNA stability modulates transcriptional memory and facilitates environmental adaptation

**DOI:** 10.1038/s41467-023-36586-x

**Published:** 2023-02-17

**Authors:** Bingnan Li, Patrice Zeis, Yujie Zhang, Alisa Alekseenko, Eliska Fürst, Yerma Pareja Sanchez, Gen Lin, Manu M. Tekkedil, Ilaria Piazza, Lars M. Steinmetz, Vicent Pelechano

**Keywords:** Epigenetics, RNA decay, Transcriptomics

## Abstract

Transcriptional memory, by which cells respond faster to repeated stimuli, is key for cellular adaptation and organism survival. Chromatin organization has been shown to play a role in the faster response of primed cells. However, the contribution of post-transcriptional regulation is not yet explored. Here we perform a genome-wide screen to identify novel factors modulating transcriptional memory in *S. cerevisiae* in response to galactose. We find that depletion of the nuclear RNA exosome increases *GAL1* expression in primed cells. Our work shows that gene-specific differences in intrinsic nuclear surveillance factor association can enhance both gene induction and repression in primed cells. Finally, we show that primed cells present altered levels of RNA degradation machinery and that both nuclear and cytoplasmic mRNA decay modulate transcriptional memory. Our results demonstrate that mRNA post-transcriptional regulation, and not only transcription regulation, should be considered when investigating gene expression memory.

## Abstract (web summary)

Transcriptional memory is key for cellular adaptation. Here the authors show that differences in mRNA stability and mRNA degradation machinery between naïve and primed cells facilitate faster gene expression response to repeated stimuli.

## Introduction

Transcriptional memory is the process by which previously expressed genes remain poised for faster reactivation^1,2^. The ability to “remember” previous stimuli and respond faster to future events is key for cellular adaptation and organism survival. For example, in *Saccharomyces cerevisiae* it is well known that previous exposure to different carbon sources^3–5^ or stress conditions^6^ facilitates future gene expression changes. A well-studied case in budding yeast is the galactose-induced transcriptional memory that leads to faster reactivation of the yeast *GAL* genes^4,7,8^. Transcriptional memory also plays a role in environmental stress adaptation in plants^9,10^ and facilitates faster interferon-γ response in humans^11^. In the disease context, transcriptional memory contributes to trained immunity in macrophages, where previous exposure to LPS or ß-glucan can modulate immune tolerance via epigenetic reprogramming^12,13^, and also explains how prior inflammation can modulate tissue regeneration^14^. Thus, the ability of cells to alter future gene expression based on previous stimuli is a fundamental phenomenon in biology and key to understanding cell identity and disease progression.

Multiple mechanisms have been implicated in transcriptional memory, most of which act at the chromatin level (reviewed in^15^). Mechanisms associated with transcriptional memory include chromatin remodeling^7^, incorporation of the histone variant H2A.Z or presence of H3K4me2^16–18^, association to the nuclear pore, DNA topology^4,16,19^ or even long noncoding RNA (lncRNA)-based formation of R-loops^20^. Although we know that many factors are involved in transcriptional memory, our knowledge of this process is far from complete. This is especially true regarding non-chromatin-related factors modulating transcriptional memory. As an example of a factor independent of chromatin organization, the cytoplasmic accumulation of *GAL1* (galactokinase 1) protein can facilitate faster response in galactose in primed yeast cells by acting as a positive transcriptional regulator of *GAL* genes^21,22^.

To identify novel factors controlling transcriptional memory in *S. cerevisiae*, here we performed a genome-wide screen combining flow cytometry with high-throughput sequencing. We identify multiple genes whose depletion leads to altered gene expression dynamics and focus on the investigation of *RRP6*, a component of the nuclear exosome. The nuclear exosome plays an important role in gene expression and participates in transcription termination^23^, modulates transcription directionality^24–26^ and even controls the level of enhancer RNA (eRNAs) in mammals^27^. Like other nuclear RNA degradation pathways, in generally it is thought that susceptibility to degradation by the nuclear exosome is set co-transcriptionally^28^. Although traditionally nuclear decay was thought to affect mainly non-coding transcripts^29^, recent evidence shows that changes in nuclear RNA degradation rates also facilitates gene expression reprograming in response to stress^30,31^. To dissect the potential contribution of the nuclear exosome to transcriptional memory, we characterize gene expression dynamics in wild-type and *rrp6∆* strains in response to galactose treatment. We categorize genes based on their ability to promote transcriptional memory for both induction and repression of expression in response to galactose. Next, comparing naive and galactose-primed cells, we investigate the potential contribution of non-coding RNA transcription and chromatin organization to transcriptional memory. We further study the possible direct role of the nuclear exosome modulating mRNA abundance during transcriptional memory. We investigate if the differential binding of nuclear surveillance factors could contribute to the faster gene expression reprograming observed in primed cells. Using RNA-crosslinking data, we show that genes with transcriptional memory display a distinct intrinsic association with nuclear surveillance complexes associated with the nuclear exosome. Next, we investigate the proteome differences between naive and primed cells, focusing on the alteration of the mRNA degradation machinery. Finally, we use RNA metabolic labeling to investigate differences in mRNA turnover between naive and primed cells in multiple mRNA degradation mutants. Our results show that changes in nuclear and cytoplasmic mRNA stability between states contribute to differential gene-expression response and transcriptional memory.

## Results

### Genome-wide screening for factors modulating transcriptional memory

To identify genes able to modulate transcriptional memory, we constructed a reporter system able to track this process. As a model for transcriptional memory, we used the expression of *GAL1* in response to galactose in *S. cerevisiae*. Our memory reporter system contains a fast-folding GFP (sfGFP) under the control of the *GAL1* promoter (*pGAL1*), which has been shown to independently display transcriptional memory^4^, and a constitutively expressed mCherry under the control of pTEF1 (see methods and Supplementary Fig. 1A). Since protein accumulation is delayed in respect to mRNA accumulation, and proteins are in general more stable, we modified both fluorescent reporters with degron signals to facilitate the identification of dynamic changes. The addition of the degron signals increased the resolution of our system by decreasing protein stability and thus minimizing the lag time between mRNA and protein accumulation. We first confirmed the ability of this system to measure transcriptional memory in response to galactose (Supplementary Fig. 1B). Both raffinose (non-repressed) and glucose (repressed) media have been used as starting point to investigate transcriptional memory in response to galactose^3,4^. Here we decided to use glucose media (YPD), as this simplifies the genome-wide comparison of gene expression between naive and primed cells (see below).

Next, we transformed the barcoded *S. cerevisiae* deletion collection^32^ with our reporter system, isolated cells based on their *pGAL1-sfGFP* expression using flow cytometry and identified each strain using high-throughput sequencing (see methods for details). To control for technical variability, we included 8 wild-type control strains containing strain-specific barcodes. We grew the pooled barcoded collection in rich glucose media (YPD) and transferred exponentially growing cells (OD_600_ 0.4–0.6, t_0_) to rich galactose media (YPGal) for 3 h (t_60_, t_120_, and t_180_). After this, we transferred cells back to YPD and collected cells after 1.5 (t_90GLU_) and 3 h (t_180GLU_, which served also as time 0 prime, t_0_’). Finally, we re-exposed cells to galactose for 3 h and collected a sample each hour (t_60_’, t_120_’, and t_180_’). We sorted cells according to their relative sfGFP expression and identified each strain by sequencing their unique barcode. After correcting for the total number of cells, we generated a virtual *GAL1* gene expression profile over time for each strain (Fig. 1A). By comparing the accumulation of sfGFP between naive and primed cells we identified potential modulators of *GAL1* transcriptional memory (Supplementary Data 1, see methods for details).

**Fig. 1:**
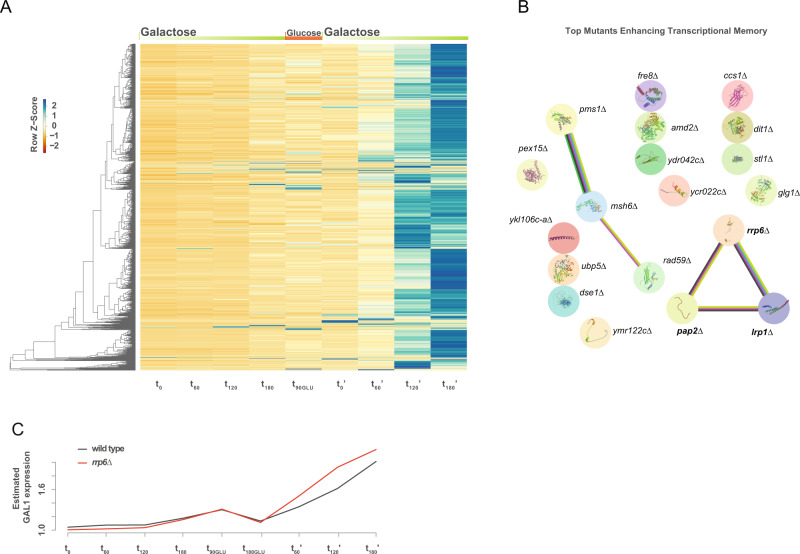
Screen for genetic factors controlling transcriptional memory. **A** Heatmap depicting strain-specific z-cores for *pGAL1-sGFP* expression at different time points. Green refers to high sfGFP expression (see Supplementary Data 1 and methods for detail). **B** Top 19 candidate deletion strains displaying enhanced transcriptional memory. Lines represent known interactions as curated by STRING v11.5^48^.blue indicate from curated databases, pink indicate experimentally determined, green indicate predicted interaction as gene neighborhood, light green indicate source as text mining, black indicate co-expression. **C** Relative sfGFP expression for components of the nuclear exosome in red line (*rrp6∆*) relative to wild type in black line (y-axis from 1 (all cells with no detectable GFP) to 4 (all cells with maximum GFP), see Methods for detail).

We identified 35 mutants with decreased transcriptional memory. Those included mutants for the expected chromatin remodeller ISW2^7^, as well as components of the THO and TREX complexes (*MFT1* and *THP2*) and mitochondrial factors (*ATP18*, *ATP19*, *FMP30*…) among others (Supplementary Fig. 1C). Interestingly, we also identified 37 mutants in which transcriptional memory is enhanced. These included genes involved in nuclear RNA degradation (*RRP6*, *LRP1,* and *PAP2*) and genes involved in meiosis and cell division (*PMS1*, *MSH6*, *DSE1*…) (Fig. 1B, Supplementary Fig. 1D). Our screen also identified that the depletion of *ELP4* (a member of the elongator complex) enhanced transcriptional memory (Supplementary Fig. 1D), in agreement with what has been recently described^33^. We decided to study the role of RNA degradation depletion in enhancing transcriptional memory, as it was the unique significantly enriched KEGG term (FDR < 0.0432, using default STRING enrichment). We focused on the role of nuclear mRNA surveillance, since two components of the nuclear exosome (*RRP6* and *LRP1*) were identified in our screen (Fig. 1C). Although the nuclear exosome is well-known to control the abundance of Cryptic Unstable Transcripts (CUTs) in yeast^24,25^, more recent evidence shows that changes in nuclear degradation rates help to rapidly reprogram gene expression after glucose deprivation^30^ and that nuclear decay can dampen the accumulation of full-length mRNAs from stress-responsive genes^31^. As the potential role of nuclear mRNA degradation has not been explored in the context of transcriptional memory, we focused on this new avenue.

### Differential transcriptional memory response in absence of functional nuclear exosome

After identifying a potential role of nuclear RNA decay in transcriptional memory using an ectopic reporter system based on protein expression, we validated this result by measuring mRNA expression from the native *GAL1* locus. First, we determined the optimal sampling points to capture the induction/re-induction kinetics at mRNA level by RT-qPCR (Supplementary Fig. 2A). As expected, optimal RNA sampling points were advanced in comparison to the ones used in our protein-based screen (Supplementary Fig. 2A). As the nuclear exosome has a widespread effect on gene expression^30^, we hypothesized that *RRP6* could modulate transcriptional memory also in genes other than *GAL1*. We performed RNA-Seq in both the wildtype (BY4741) and the *rrp6∆* strain. 

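*RRP6*, the deleted gene, had between 5.48 and 30.0 normalized counts (median 16.3) in the 24 *rrp6∆* libraries and between 727 and 3330 (median 2141) in the 24 wild-type libraries, a log2 difference of -7.23 (SE 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.8e-27) in naive cells. The authors' table holds integer read counts for 7247 transcript units, of which 5383 are coding transcripts, 925 are cryptic unstable transcripts (CUTs) and 847 are stable unannotated transcripts (SUTs). Each strain has 8 times with 3 replicate cultures, 48 libraries in all. Every library entered 1 model with a coefficient for each strain and time, size factors taken from coding transcripts, and p-values adjusted over the 7146 units with enough counts, 5376 of them coding.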

We measured mRNA abundance during exponential growth in YPD (t_0_, naive) and 30 min, 1 h and 3 h after change to galactose (t_30_, t_60_ and t_180_). Then we transferred cells to YPD for 3 h (t_0_’, primed) and measured galactose reinduction at 15 min, 30 min and 1 h (t_15_’, t_30_’ and t_60_’) (Fig. 2A and Supplementary Data 2). naive and primed cell response to galactose was very similar, but primed cells were clearly faster in adapting their transcriptome to the use of galactose as carbon source (Fig. 2B, Supplementary Fig. 2B) in agreement with the existence of transcriptional memory. Specifically, t_0_ and t_0_’ cluster together, while gene expression at t_15_’, t_30_’ and t_60_’ in primed cells clustered with t_30_, t_60_ and t_180_ in naive cells respectively.

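After the same time in galactose, *POT1*, the peroxisomal thiolase of fatty acid oxidation, was higher in the wild type at t_30_’ than at t_30_ by a log2 of 4.03, the hexose transporter gene *HXT5* by 4.17 and *RGI2*, known for its induction in respiratory growth, by 4.18 (n = 3 against 3 libraries). Among the transcripts further down were *ILV5* of branched-chain amino acid synthesis (log2 -2.37), *RNR1* of deoxynucleotide synthesis (-1.91) and *SPB1*, an rRNA methyltransferase (-2.04, SE 0.26, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.1e-08). In all, 928 coding transcripts were higher and 917 lower at t_30_’ than at t_30_ at an adjusted p under 0.001, and 1131 were higher and 1233 lower at t_60_’ than at t_60_. Scaled by the sum of coding counts, the splits were 1280 and 464, and 2069 and 721, with the median coding transcript at 0.21 and 0.44 instead of -0.03 and -0.02. With the replicate number as a block, 2982 transcripts differed at t_30_’.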

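The galactose permease gene *GAL2* stood at 9.77 ± 3.66 normalized counts at t_0_ and 16.2 ± 0.403 at t_0_’ (mean ± SD, n = 3), then at 1741 ± 501 at t_15_’ against 162 ± 35.8 at t_30_, and at 13276 ± 5618 at t_60_’ against 3515 ± 1219 at t_180_. Over the 500 most variable coding transcripts, each of the 12 primed wild-type libraries lay nearest to the naive time that the paper pairs it with. The mean distance of t_0_’ was 12.8 to t_0_ and 48.5 to t_30_. That of t_15_’ was 14.6 to t_30_ and 30.5 to t_60_, that of t_30_’ 16.0 to t_60_ and 35.7 to t_30_, and that of t_60_’ 21.6 to t_180_ and 45.6 to t_60_. The first 2 principal components held 81.2% and 13.9% of the variance.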

**Fig. 2:**
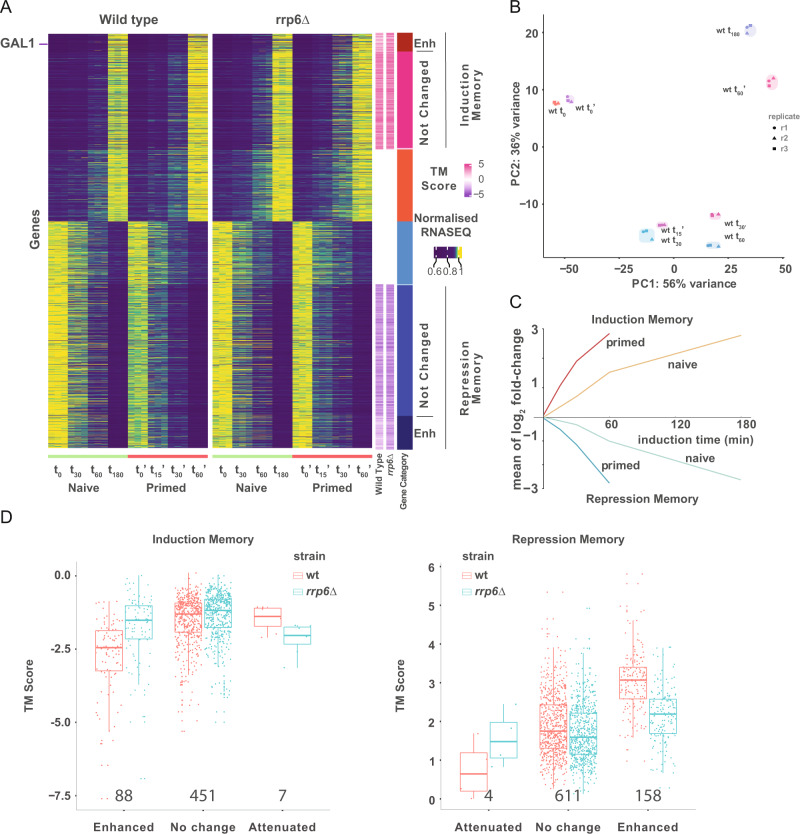
Genome-wide identification of genes with transcriptional memory. **A** Heatmap of variable genes in RNA-Seq of both wild type and *rrp6∆* strains. Heatmap intensity represents relative mRNA abundance for each replicate at different time points. Gene intensity is normalized by the maximum mRNA abundance across all time points. Gene-specific *transcription memory score* (TM_score_: log_2_ fold-change t_15_’ vs t_180_) is shown in purple to pink for each strain. The rightmost column shows gene category according to TM_score_: induction memory enhanced in *rrp6∆* (dark red), induction memory unchanged in *rrp6∆* (red), induced memory attenuated in *rrp6∆* (pink, very few genes), induced gene with no memory (orange), repressed gene with no memory (light blue), repression memory attenuated in *rrp6∆* (turquoise, very few genes), repression memory unchanged in *rrp6∆* (blue), and repression memory enhanced in *rrp6∆* (dark blue). 5475 genes examined over 3 independent biological experiments. **B** Principal component analysis (PCA) of mRNA expression (normalized RNA-Seq data) for both first and second induction in wild type. Only coding mRNAs (ORF-Ts) were considered. **C** Mean of log_2_ fold-change for genes classified as induction and repression memory genes. Gene expression dynamics in both naive and primed states are shown. **D** Memory Score (TM_score_) for genes classified as induction or repression memory comparing the log_2_ fold changes lfc^15min^’ – lfc^3h^. Please note that, as we are comparing the early time points (15min’) in primed cells to a late time point in naive cells (3h), TM_score_ for genes with induction memory are negative. For repressed genes, as the log_2_ fold change is negative, a smaller value indicates stronger repression. TM_score_ should be used as a relative measure of gene-specific memory across strains. Box-plot represents the first, second, and third quartile. 546 genes were examined over three independent biological experiments for induction memory. A total of 773 genes were examined over three independent biological experiments for repression memory. The number of analyzed genes are displayed below the box-plots. The first quantile, median, and third quantile are defined as the minimum, center, and maximum bounds of the box-plots.

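*POT1* went from 3.9 to 5912 ± 159 normalized counts between t_0_ and t_180_ in the wild type (log2 10.64, SE 0.33, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.5e-26), followed by *RGI2* (10.54), *SPG4* (9.82), a gene of stationary phase survival, and *SNO1* of vitamin B6 synthesis (9.19). The stress gene *HSP12* rose by 9.28, with reads that it may share with an overlapping unit on its strand. In primed cells the largest rises at t_60_’ were those of *POT1* (11.91), *RGI2* (10.49), the ammonium and acetate transporter gene *ADY2* (10.35), *GAL2* (10.25) and *SPG4* (10.15). At t_180_, 1757 coding transcripts were higher and 1650 lower than at t_0_, and at t_60_’ 1873 and 1810. The coding transcripts higher at both times, each at an adjusted p under 0.001, and higher at t_180_ than at t_30_ and t_60_ number 1080. With the sum of coding counts as the scale this number is 1891, the t_180_ split 2503 and 1016, and the median coding transcript 0.59 instead of 0.06.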

Focusing on wild-type cells, we identified 882 genes (ORF-Ts, coding transcriptional units as previously defined^25^) induced in response to galactose in both naive (t_180_) and primed (t_60_’) cells (fold-change > 0, p-adj <0.001) (Supplementary Data 2 and Supplementary Fig. 2C). Induced genes contained genes involved in galactose response but also genes related to oxidative phosphorylation and aerobic respiration (Supplementary Fig. 2D). 

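All 40 measured genes of the respiratory chain and ATP synthase rose by t_180_, with a median log2 of 2.10, among them *NDE2*, an external NADH dehydrogenase (8.44), *CYC7*, a cytochrome c isoform (7.20), and the succinate dehydrogenase genes *SDH1* (5.02) and *SDH2* (5.11). Of 8 galactose genes 7 rose (median 4.13), with *GAL2* at 8.34, the *GAL7-GAL10* unit at 6.42 and *GAL1* at 3.89 (SE 0.35, adjusted p = 1.4e-12). Other groups that rose were fatty acid beta-oxidation (15 of 15, median 4.91), trehalose and glycogen (15 of 15, 4.07), the glyoxylate cycle and gluconeogenesis (12 of 12, 3.74) and the tricarboxylic acid cycle (14 of 15, 2.14). Of 20 genes of glycolysis and fermentation 5 rose, such as *HXK1* (6.48), and 14 fell, such as *ENO2* (-3.67). Of 6 hexose transporters 3 rose and 2 fell, with adjusted p = 0.071 for the glycolytic list (camera, 0.022 and down with the replicate number as a block, 0.0046 scaled by the sum of coding counts and 0.0086 without replicate 2) and 0.9 for the transporters. Each member was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all units, and adjusting over the list alone gave the same numbers. As groups against all coding transcripts, limma's camera test gave adjusted p = 3.5e-15 for respiration, 2.8e-05 for galactose, 5.5e-20 for beta-oxidation, 1.5e-11 for trehalose and glycogen, 3.5e-06 for the glyoxylate list and 8.2e-07 for the tricarboxylic acid cycle. With an estimated correlation between members, beta-oxidation (adjusted p = 0.0058) and respiration (adjusted p = 0.0097) keep the call, while galactose (adjusted p = 0.16 with an estimated correlation), trehalose (0.11), glyoxylate (0.087) and the tricarboxylic acid cycle (0.17) lose it.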

We also identified 1067 genes which were repressed in response to galactose in both naive and primed cells (fold-change <0, p-adj <0.001) (Supplementary Data 2 and Supplementary Fig. 2C). 

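*AAH1*, the adenine deaminase gene that is shut off when growth slows, fell from 4247 ± 190 to 71 ± 24 normalized counts at t_180_ (log2 -5.95, SE 0.30, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.0e-20). Next came the glucose transporter genes *HXT1* (-5.93) and *HXT3* (-5.41), the unit of the CTP synthase gene *URA7* (-5.51) and *INA1* (-5.33). In primed cells at t_60_’ the largest falls were in nucleolar and ribosome assembly genes: *NSR1*, the yeast nucleolin (-6.32), *NOP1*, the yeast fibrillarin (-5.60), *RRS1* (-5.57) and *CIC1* (-5.50). *MTR4*, the helicase that works with the nuclear exosome, fell by 4.01 at t_180_ (SE 0.15, adjusted p = 5.9e-24), and 17 of 20 genes of the nuclear exosome, TRAMP and NNS complexes fell with it (median -1.43, camera adjusted p = 1.4e-04, and 0.04 with an estimated correlation). Lower at both times, each at an adjusted p under 0.001, and lower at t_180_ than at t_30_ and t_60_ were 1210 coding transcripts, or 666 when the libraries are scaled by the sum of coding counts.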

Repressed genes include genes associated to ribosome biogenesis, translation initiation, and elongation (Supplementary Fig. 2E). 

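Genes of ribosome production fell almost without exception by t_180_. Of 136 ribosome biogenesis genes 135 fell, with a median log2 of -3.34, such as the helicase genes *DBP2* (-4.87) and *DHR2* (-4.80). Of 137 genes for cytosolic ribosomal proteins 135 fell (median -3.62), such as *RPL9A* (-4.81) and *RPS9B* (-4.60). All 19 genes of RNA polymerases I and III fell (-2.40), and so did 36 of 38 translation initiation and elongation factors (-2.11), with *YEF3*, the fungal elongation factor 3, at -4.72. Members are counted by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, with the same numbers when adjusted over the list alone. Camera gave adjusted p = 3.0e-48, 1.1e-54, 4.2e-09 and 1.2e-14 for these 4 lists, and 0.0088, 0.0026, 0.0026 and 8.1e-04 with an estimated correlation.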

Next, we analyzed differential expression along the time course (Supplementary Fig. 2C and Supplementary Data 2). We quantified transcriptional memory by comparing gene expression dynamics in primed versus naive cells. Transcriptional memory is commonly used to refer to genes undergoing transcriptional induction, however, transcriptional memory also impacts gene repression^34^. Thus, we refer to genes as possessing either induction or repression memory (instead of using the general term of transcriptional memory). We classified genes with induction memory as those with higher induction in primed cells compared to naive at either 30 minutes or 1 h (i.e., induction fold-change in primed state more than 1.5x times the fold-change measured in naive state). We identified 546 genes with induction memory, including *GAL1* as well as other genes related to ATP metabolic process (Supplementary Fig. 2F and Supplementary Data 2). On the other hand, we identified 773 genes with repression memory (*i.e*., repression fold-change in primed state more than 1.5x times the fold-change measured in the naive state). 

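*GAL1*, the galactokinase gene, stood at 3122 ± 1015 normalized counts at t_30_’ against 236 ± 34.3 at t_30_ (log2 3.73, SE 0.35, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.4e-11), and at 13855 ± 5936 at t_60_’ against 302 ± 59.8 at t_60_ (5.53, SE 0.38, adjusted p = 2.0e-15). *GAL2* was higher by 5.10 and the *GAL7-GAL10* unit by 4.86 at t_30_’, and 7 of the 8 galactose genes were higher at that time (median 2.40, camera adjusted p = 1.6e-10, and 0.030 with an estimated correlation). Of 40 genes of the respiratory chain and ATP synthase 27 were higher and 1 lower at t_30_’ (median 0.60, adjusted p = 1.3e-09, and 0.04 with an estimated correlation), with *NDE2* at 3.43 and *SDH2* at 2.33. At t_60_’ it was 33 of 40, or 34 adjusted over the list alone (median 0.81, adjusted p = 1.1e-08, and 0.05 with an estimated correlation). By the paper's fold rule, 827 of the induced coding transcripts carry induction memory, and 753 of them also pass a direct test of t_30_’ against t_30_ or of t_60_’ against t_60_. Their median log2 change from t_0_ was 0.38 at t_30_ and 0.96 at t_60_ in naive cells, and 1.24 at t_30_’ and 1.89 at t_60_’ in primed cells. Scaling by the sum of coding counts gives 1627 such transcripts.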

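*KRE33*, an acetyltransferase of 18S rRNA, stood at 395 ± 18 normalized counts at t_60_’ against 3880 ± 432 at t_60_ (log2 -3.30, SE 0.17, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.0e-19). *KAP123*, a nuclear import receptor for ribosomal proteins, was lower by a log2 of -3.31, and the small subunit assembly genes *RRP36* and *UTP14* by -3.28 and -3.21. At t_30_’ the TRAMP poly(A) polymerase gene *TRF5* was lower than at t_30_ (-1.98). Repression memory by the paper's rule covers 1003 coding transcripts, 933 of which also pass the direct test of primed against naive cells. Their median log2 change from t_0_ was -0.30 at t_30_ and -0.92 at t_60_, against -1.09 at t_30_’ and -2.47 at t_60_’. The number is 597 with the libraries scaled by the sum of coding counts.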

Repression memory genes were clearly enriched for rRNA processing and ribosome assembly (Supplementary Fig. 2G and Supplementary Data 2). 

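Genes of rRNA processing and of the ribosome itself were lower in primed cells already at t_30_’. Of 136 ribosome biogenesis genes 128 were lower than at t_30_ (130 adjusted over the list alone, median log2 -1.09), such as *RRP12* (-1.83) and *RRP5* (-1.75), which act in pre-ribosome export and pre-rRNA processing. Of 137 ribosomal protein genes 122 were lower (128 over the list alone, median -0.76), such as *RPS9A* (-1.27) and *RPL18B* (-1.17). Of 19 genes of RNA polymerases I and III 18 were lower, and so were 33 of 38 translation factors (35 over the list alone, median -0.85). At t_60_’ the numbers were 133 of 136 biogenesis genes (median -2.29) and 134 of 137 ribosomal protein genes (-2.26). Members are counted by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Camera at t_30_’ gave adjusted p = 3.4e-30 for biogenesis (0.04 with an estimated correlation) and 2.5e-14 for ribosomal proteins (adjusted p = 0.15 with an estimated correlation), and at t_60_’ 2.7e-55 and 1.9e-56 (0.0058 and 0.0026 with an estimated correlation).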

Despite gene expression between naive (t_0_) and primed (t_0_´) conditions being similar (Supplementary Fig. 2C), using external spike-ins we determined that primed cells have a higher proportion of mRNA contribution to the total RNA amount, driven mainly by rRNA abundance (Supplementary Fig. 2H). This suggests that after 3 h in glucose, primed cells have adapted their relative mRNA levels to growth in YPD, while rRNA abundance (which has a slower RNA turnover and thus requires more time to reach equilibrium) lags behind.

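In the wild type before galactose, *ADE17* of purine synthesis stood at 1039 ± 198 normalized counts at t_0_’ and 5738 ± 342 at t_0_ (log2 -2.47, SE 0.24, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.8e-09), the serine hydroxymethyltransferase gene *SHM2* was lower by -1.34 (reads may be shared with an overlapping unit) and *HPT1* of purine salvage by -0.96. Of 12 genes of the phosphate starvation response 7 were higher (9 adjusted over the list alone, median 0.84), with *SPL2* at 1.75 (SE 0.21, adjusted p = 3.0e-07) and the polyphosphate gene *VTC3* at 1.19 (camera adjusted p = 5.7e-27, and 1.9e-09 with an estimated correlation). Of 24 heat shock and chaperone genes 4 were higher (6 over the list alone) and 1 lower (median 0.16, adjusted p = 2.0e-05, and 0.0063 with an estimated correlation), *HSP42* by 1.08. *GAL1* itself did not differ (log2 -0.01, SE 0.33, edgeR quasi-likelihood test, adjusted p = 1). In all, 27 coding transcripts were higher and 13 lower at an adjusted p under 0.001, or 48 and 11 scaled by the sum of coding counts, with the median coding transcript at 0.12 instead of -0.01. With the replicate number as a block the numbers are 88 and 105. Leaving out replicate 1, 2 or 3 leaves 12, 25 or 8 transcripts, and fitting the 2 groups alone leaves 8.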

After investigating mRNA abundance changes in the wild-type strain, we performed the same analysis in *rrp6∆*. Gene expression changes upon galactose addition in the *rrp6∆* strain were very similar to the ones observed in a wild-type strain (Supplementary Fig. 2B). 

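Of the 1080 induced and 1210 repressed wild-type transcripts, 841 and 1024 were induced or repressed in *rrp6∆* as well, and 0 were induced in one strain and repressed in the other. In *rrp6∆*, *GAL1* went from 315 ± 21.3 normalized counts at t_0_ to 2746 ± 1102 at t_180_ (mean ± SD, n = 3), and *GAL2* from 20.5 ± 5.14 to 2321 ± 896. Across the 5376 coding transcripts, the log2 changes from t_0_ of the strains correlated at Pearson r = 0.948 at t_30_, 0.960 at t_60_ and 0.977 at t_180_, and at 0.967 and 0.974 at t_30_’ and t_60_’. Genes are not independent replicates, so these values carry no p.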

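*GAL2* and the *GAL7-GAL10* unit were among the genes that rose in both states of *rrp6∆*: the *GAL7-GAL10* unit went from 113 ± 26.9 normalized counts at t_0_ to 3408 ± 1075 at t_180_ and 10960 ± 3344 at t_60_’ (mean ± SD, n = 3), and *GAL2* reached 7250.1 ± 2849 at t_60_’. *GAL3*, the galactose sensor gene, went from 116 ± 0.624 to 800.3 ± 133 and 983 ± 123. *GAL80*, which encodes the repressor of Gal4, showed 1591 ± 152, 1626 ± 98.3 and 2062 ± 252. At an adjusted p under 0.001 at both times (edgeR quasi-likelihood test, Benjamini-Hochberg) and with t_180_ beyond t_30_ and t_60_, 990 coding transcripts rose and 1126 fell in *rrp6∆*. Scaled by the sum of coding counts the split is 1542 and 665.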

We identified 1026 genes (ORF-Ts) induced in response to galactose in both naive (at 180 min) and primed (at 60 min) *rrp6∆* cells (fold-change > 0, p-adj <0.001), and 1177 genes repressed in response to galactose in both naive and primed cells (fold-change <0, p-adj <0.001) (Supplementary Data 2A). 

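CUTs were the largest group with more RNA in naive *rrp6∆* cells: 735 of 875 were higher and 0 lower at an adjusted p under 0.001 (edgeR quasi-likelihood test, Benjamini-Hochberg, 826 past an unadjusted p of 0.05), with a median log2 of 3.26. Among coding transcripts, *NRD1*, whose own mRNA the nuclear surveillance pathway attenuates, was higher by 1.95 (SE 0.16, adjusted p = 5.5e-13), the stress gene *GRE1* by 4.53 (SE 0.39, adjusted p = 1.7e-12), *OPT2*, a peptide transporter gene, by 3.35 and the meiotic gene *REC104* by 4.30, with reads that it may share with an overlapping unit. Of 137 ribosomal protein genes 53 were lower and 3 higher (61 lower over the list alone, median -0.39, camera adjusted p = 1.4e-10, but adjusted p = 0.24 with an estimated correlation), such as *RPS3* (-0.68). Of 6 hexose transporters 5 were lower (median -0.86, adjusted p = 0.013, and 0.33 with an estimated correlation). All 3 measured alpha-specific genes were higher, *STE3*, the receptor of a-factor, among them, with adjusted p = 0.41 for the list. At an adjusted p under 0.001, 259 coding transcripts were higher and 146 lower, n = 3 against 3 libraries. Scaled by the sum of coding counts the split is 594 and 64, with the median coding transcript at 0.23 instead of -0.05. With the replicate number as a block it is 461 and 576, and without replicate 1 or 3 the total falls to 230.0 or 201.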

While the main difference between strains relates to the accumulation of CUTs in *rrp6∆* (Supplementary Fig. 2I, Supplementary Fig. 2J)^24,25^, we also identified 540 genes differentially expressed between wild-type and *rrp6∆* strains in the naive state (p-adj <0.001, Supplementary Fig. 2K, L). 

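*POT1*, *CRC1*, *FBP1* and *GDB1* are among the transcripts that were higher in naive *rrp6∆* cells and carry induction memory. *POT1* was higher by a log2 of 2.43 (SE 0.47, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.5e-05), the mitochondrial carnitine carrier gene *CRC1* by 1.67 (SE 0.36, adjusted p = 2.4e-04), the gluconeogenic gene *FBP1* by 1.55 and the glycogen debranching gene *GDB1* by 0.75. In all, 83 of the 259 higher transcripts carry induction memory, where 39.8 would be shared by chance among 5376 coding transcripts (Fisher's exact test, one-sided, p = 4.2e-12). Against the induced genes alone as background the p is 0.0023. Of the 146 lower transcripts 28 carry repression memory, where chance gives 27.2 (Fisher's exact test, one-sided, p = 0.469). With the replicate number as a block that p is 1.2e-29. The strain comparison and the memory classes share the wild-type t_0_ libraries. In 20 simulations without a strain difference, a mean of only 0.1 transcripts was called higher and 0.25 lower, so the simulated overlap (mean 0.05 and 0) was bound to be near 0 and does not measure what the shared controls add. With classes defined against t_0_’, which share none of these libraries, the overlap of the higher transcripts is 84, or 2.10 times the expected, so the shared libraries alone cannot give it.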

Interestingly, upregulated genes overlapped with the genes classified with induction memory (Hypergeometric test, *p* = 4.7·10^−8^) and downregulated genes with those classified with repression memory (*p* = 0.003). Independently of any difference between wild-type and *rrp6∆* strains in naive state, both strains can present transcriptional memory in response to galactose (Fig. 2B, Supplementary Fig. 2B).

Next, we focus on the potential ability of the nuclear exosome to modulate the observed transcriptional memory phenotype. To decrease strain-specific biases, we defined a *“transcription memory score”* (TM_score_) for each strain and gene (Fig. 2D). Specifically, we compared the log_2_ fold-change after 15 minutes after galactose addition in primed cells (t_15_’) to 3 h after galactose addition (t_180_) in naive cells (which is the maximum fold-change measured for most induced genes in naive cells). Comparing the transcriptional memory scores between wild-type and *rrp6∆* strains, we identified 88 genes with enhanced activation memory in *rrp6∆* (TM_score_ *rrp6∆ -* TM_score_ wild-type >0.58). 

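The stress gene *GRE1* had the largest rise of the score among induction memory genes in *rrp6∆*, with a transcriptional memory score of -1.61 against -5.15 in the wild type, a difference of 3.54 (SE 0.44, edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p = 1.0e-06). YHR140W (1.45, SE 0.28, adjusted p = 7.7e-04), *SDH9*, a paralog of a succinate dehydrogenase subunit (1.51, SE 0.47, adjusted p = 0.050), YCL048W-A (2.18) and YER053C-A (1.53) follow. The score compares t_15_’ with t_180_, so a score nearer to 0 means that t_15_’ is closer to the naive end point. By the paper's threshold, which involves no test, 114 of 827 induction memory transcripts had a higher score in *rrp6∆*, with medians of -1.28 there and -2.22 in the wild type (n = 3 libraries per strain and time). Of these 114, 52 also pass the test of the difference at an adjusted p under 0.05, in the model without the replicate number, and 35 lie beyond a score difference of 1. Scaled by the sum of coding counts the number is 287, and all scores shift by a median of 0.19 instead of -0.01.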

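*GAL1* in *rrp6∆* stood at 1294 ± 539 normalized counts at t_15_’ and 2746 ± 1102 at t_180_, and in the wild type at 1001 ± 264 and 3874 ± 1349 (mean ± SD, n = 3). Its transcriptional memory score, the log2 ratio of t_15_’ to t_180_, was -1.08 (SE 0.31) in *rrp6∆* and -1.95 (SE 0.32) in the wild type. The difference of 0.87 (SE 0.44) is above the paper's threshold, with a Benjamini-Hochberg adjusted p of 0.32 by edgeR's quasi-likelihood test, and 0.0377 for a blocked difference of 0.84 when the replicate number enters the model. At t_60_’, *GAL1* reached 9795 ± 3264 in *rrp6∆* and 13855 ± 5936 in the wild type. The *GAL7-GAL10* unit, which holds the transferase and epimerase genes, stood at 2162 ± 804 in *rrp6∆* and 1868 ± 493 in the wild type at t_15_’, and at 3408 ± 1075 and 5264 ± 1649 at t_180_. The galactose list as a whole had a median score difference of 0.33, and 0 of its 8 genes passed (camera adjusted p = 0.018, but 0.47 with an estimated correlation).

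**Figure D1:**
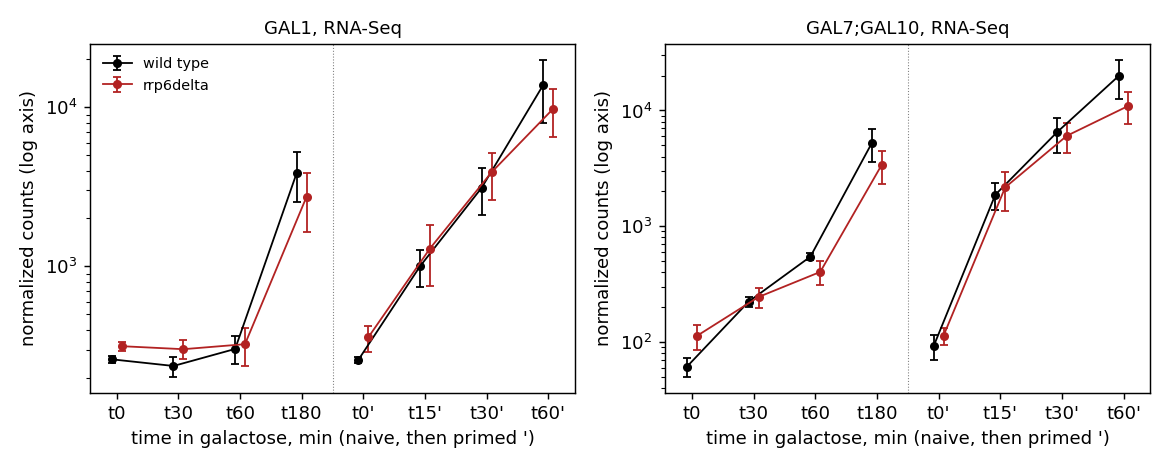
Normalized counts of *GAL1* and of the *GAL7-GAL10* unit in the wild type and in *rrp6∆* over the naive and the primed galactose time course. Points are means and bars the SD of 3 libraries, on a log axis.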

As expected from our initial protein-based screen, we confirmed that *GAL1* displayed enhanced induction memory in *rrp6∆* also in mRNA expression from its native locus. 

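*CYT1*, the cytochrome c1 gene, had a higher transcriptional memory score in *rrp6∆* than in the wild type (difference 0.71, SE 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.020), and so did *COX6* (0.65), *COR1* (0.57) and the NADH dehydrogenase gene *NDE1* (0.80), though *NDE1* is outside the induction memory class and *COR1* inside it but below the paper's difference. Of 40 genes of the respiratory chain and ATP synthase 5 passed (6 adjusted over the list alone, median 0.31, camera adjusted p = 1.6e-05, but adjusted p = 0.15 with an estimated correlation). Among 15 genes of beta-oxidation and the carnitine shuttle 5 passed (6 over the list alone), the carnitine acetyltransferase genes *CAT2* and *YAT2* (1.04) among them (adjusted p = 5.3e-07, and 0.14 with an estimated correlation). Of 12 genes of the glyoxylate cycle and gluconeogenesis 2 passed (5 over the list alone), *MLS1* by 1.26 (median 0.56, adjusted p = 2.1e-04, and 0.17 with an estimated correlation). In the tricarboxylic acid cycle 0 of 15 passed.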

Induction memory genes enhanced by *RRP6* depletion also include other genes involved in aerobic respiration (Supplementary Fig. 2F and Supplementary Data 2). We identified 451 genes were *rrp6∆* did not clearly affect the activation memory and 7 genes with attenuated activation memory in *rrp6∆* (TM_score_ *rrp6∆ -* TM_score_ wild-type < −0.58). 

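*AMS1*, the vacuolar alpha-mannosidase gene, had the largest loss of induction memory in *rrp6∆* (score difference -1.02, SE 0.27, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.019). The other attenuated transcripts were YNR064C (-0.62), *POM33* of the nuclear pore (-0.62), *GDH3* (-0.61), *YTP1* (-0.61), *CPP3* (-0.60), *HXT5* (-0.60) and YMR181C (-0.60), *CPP3*, *HXT5* and YMR181C named after their values were seen. Of these 8, only *AMS1* passes the test of the difference itself, in the model without the replicate number. Between the thresholds lie 705 transcripts, with median scores of -1.03 in the wild type and -0.89 in *rrp6∆*. Leaving out replicate 1, 2 or 3 changes the number of attenuated transcripts to 2, 11 or 5.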

Next, we investigated if depletion of the nuclear exosome affected the dynamics of repression memory genes. 

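Of 137 ribosomal protein genes, 47 had a lower transcriptional memory score in *rrp6∆* than in the wild type (88 adjusted over the list alone, median difference -0.71, camera adjusted p = 1.1e-39, and 0.010 with an estimated correlation), such as *RPS0A* (-1.19) and *RPL2A* (-1.09). Of 136 ribosome biogenesis genes 6 did (median -0.20, adjusted p = 2.5e-04, but 0.57 with an estimated correlation), with *ESF1*, a pre-rRNA processing gene, at -1.39 (SE 0.21, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.8e-05) and the helicase gene *HAS1* at -0.72. Outside the ribosome, *LSO1*, an iron-regulated gene, fell by 3.36 (adjusted p = 0.0031), the zinc homeostasis gene *IZH4* by 2.25 (adjusted p = 9.9e-08) and *HXT3* by 2.15 (adjusted p = 3.1e-04). Of 19 iron regulon genes 8 passed (14 over the list alone, median -0.83, adjusted p = 1.2e-11, but 0.11 with an estimated correlation). By the paper's threshold, without a test, 193 of 1003 repression memory transcripts had a lower score, with medians of 2.85 in the wild type and 1.97 in *rrp6∆* (n = 3 libraries per strain and time). Of these 193, 93 pass the test of the difference at an adjusted p under 0.05, in the model without the replicate number. Scaled by the sum of coding counts the number is 93 as well, and 301 with primed cells measured against t_0_’.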

We identified 158 genes with enhanced repression memory in *rrp6∆* (TM_score_ *rrp6∆ -* TM_score_ wild-type < −0.58) including ribosomal protein and ribosome biogenesis genes (Supplementary Fig. 2G and Supplementary Data 2). We identified 611 genes where repression memory was not clearly impacted by RRP6 depletion and only 4 genes with attenuated repression memory (TM_score_ *rrp6∆ -* TM_score_ wild-type > 0.58). 

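*SRM1*, which encodes the exchange factor of the nuclear GTPase Gsp1, was the one attenuated repression memory transcript that passed the test of the difference in the model without the replicate number (0.77, SE 0.16, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00155). YOL150C (0.84, adjusted p = 0.15), the nuclease gene *DIN7* (0.60, adjusted p = 0.098, in a unit that overlaps another) and *POP3* of RNase P (0.59, adjusted p = 0.27, named after its value was seen) complete the 4 attenuated transcripts. The 806 transcripts between the thresholds had median scores of 1.46 in the wild type and 1.29 in *rrp6∆*. Leaving out replicate 1, 2 or 3 gives 2, 8 or 11 attenuated transcripts.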

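*GRE1*, *CRC1* and *DCI1*, a peroxisomal gene, are among the transcripts that were higher in naive *rrp6∆* cells and had enhanced induction memory, *DCI1* by a log2 of 0.71 in naive cells (SE 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.9e-06). *ARG1* of arginine synthesis (-1.71, adjusted p = 4.9e-05), *URA1* of pyrimidine synthesis (-1.00, adjusted p = 7.0e-08), *RPL16A* (-0.53) and *RPS19B* (-0.49) were lower in naive cells and had enhanced repression memory. The malate synthase gene *MLS1* went against the overlap: it was lower in naive *rrp6∆* cells (-2.78, adjusted p = 1.2e-06) with enhanced induction memory. Of the higher transcripts 25 are in the enhanced induction class, where chance gives 5.49 (Fisher's exact test, one-sided, p = 8.0e-11), and of the lower transcripts 11 are in the enhanced repression class, where chance gives 5.24 (p = 0.0153). The p of the lower pair is 2.6e-33 with a replicate block and 7.8e-08 from DESeq2, and 0.332 or 0.281 without replicate 1 or 3. *URA1*, *RPL16A* and *RPS19B* were named after their values were seen. All of these lists share the t_0_ libraries. With classes defined against t_0_’, which share none of them, Fisher's exact test, one-sided, gives p = 8.0e-11 for the higher and 0.0143 for the lower pair. The 20 simulations without a strain difference gave an overlap of 0, but called a mean of 0.1 transcripts as higher and 0.25 as lower, too few to bear on this. The score compares t_15_’ with t_180_ and subtracts no t_0_ level. A transcript already raised or lowered in naive *rrp6∆* cells could carry that level into t_15_’ and so into its score. None of these comparisons tests this link between the lists.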

Interestingly, even if transcriptional memory measures controls for the expression of the naive cells, upregulated genes in the *rrp6∆* strain overlapped with the genes classified with induction memory enhanced by *RRP6* depletion (2.6·10^−8^) and downregulated genes with those classified with repression memory enhanced by RRP6 depletion (2·10^−7^). 

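The paper takes these results together and concludes that loss of the nuclear exosome can enhance memory of induced and of repressed genes. In these libraries, *GRE1*, YHR140W and *CAT2* on the induced side and *IZH4*, *ESF1* and *RPS0A* on the repressed side have strain differences past the test. Over all coding transcripts, 276 scores differ between the strains at an adjusted p under 0.05 (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg), and 26 are higher and 35 lower at an adjusted p under 0.001, a split that becomes 83 and 24 under scaling by the sum of coding counts. These counts leave out the replicate number. As a block it lowers the adjusted p of the *GAL1* difference, and counts with it are not given. Among induction memory genes as a whole the median score was -1.11 in the wild type and -0.95 in *rrp6∆*, and among repression memory genes 1.65 and 1.43. The levels are relative to the coding transcripts of each library, since no spike-in counts were analysed here, and they do not separate synthesis from decay.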

Taken together, this shows that depletion of the nuclear exosome can enhance the transcriptional memory both for induced genes (making them increase their mRNA relative abundance faster) and for repressed genes (making them decrease their relative abundance faster).

### Non-coding RNA accumulation or chromatin reorganization do not explain transcriptional memory differences

After showing that multiple genes display an altered transcriptional memory in *rrp6∆*, we investigated the potential mechanism by which the nuclear exosome could alter this process. Since accumulation of non-coding RNAs (ncRNAs) has been previously associated with a faster reactivation of *GAL* genes from repressive (glucose) conditions^20^, we investigated if the observed differences in transcriptional memory could be explained by differential ncRNA accumulation. We focused on cryptic unstable transcripts (CUTs) that are well-known targets of the nuclear exosome and often arise bidirectionally from coding gene promoters^24,25^. First, we explored if the promoters of genes whose transcriptional memory was enhanced or attenuated after RRP6 depletion overlapped with previously annotated CUTs (*i.e*. – 150nt to −50 in the sense strand and −150 to +50 in antisense)^25^. However, we did not observe a clear association between CUTs overlapping promoters and transcriptional memory modulation by the nuclear exosome (Supplementary Fig. 3A). Focusing on the *GAL1* region, we confirmed the expected gene expression remodeling in response to galactose treatment (Supplementary Fig. 3B). But we did not observe any clear accumulation of promoter-proximal ncRNA when comparing naive and primed states. To investigate the potential interaction between non-coding RNA accumulation and transcriptional memory beyond the GAL genes, we investigated the relative abundance of non-coding RNAs in naive and primed states (Supplementary Fig. 3C). However, we did not observe any clear global difference. 

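CUTs as a group did not move much between naive and primed cells. In the wild type 1 of 875 was lower and 0 higher at an adjusted p under 0.001 (edgeR quasi-likelihood test, Benjamini-Hochberg, 75 past an unadjusted p of 0.05), with a median log2 of -0.22, or 0.856-fold. In *rrp6∆* it was 1 lower and 0 higher, with a median of -0.11. Scaled by the sum of coding counts, the wild-type median is -0.09. SUTs, the stable unannotated transcripts, had a median of -0.02 in the wild type, with 2 of 803 higher and 2 lower, and of 0.01 in *rrp6∆*, with 2 higher and 1 lower. Per replicate number (n = 3), the median change of CUTs was -0.11, -0.12 and -0.23 in the wild type and -0.13, -0.04 and -0.15 in *rrp6∆*.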

Next, we used our transcriptomic data to explore potential differences in unannotated ncRNA transcription overlapping coding genes’ promoters (sense and antisense) depending on their transcriptional memory classification (Fig. 3A and Supplementary Fig. 3D). Genes with induction memory enhanced after *RRP6* depletion displayed a clearly increased RNA-Seq coverage in the promoter region in the *rrp6∆* strain in the sense strand in relation to the wild-type strain. However, no clear differences were observed between naive and primed states. To better study the difference between gene groups we defined the ratio t_0_’/t_0_ for each gene and compared the relative differences for each group (Supplementary Fig. 3E). Genes with repression memory had slightly lower non-coding transcription over the promoters in both the wild-type and *rrp6∆* strain in comparison to repressed genes without memory. When investigating antisense transcripts covering promoter regions, we observed a general increase in RNA-Seq coverage for most groups in the *rrp6∆* strain (Fig. 3A), as expected from antisense CUT accumulation^24,25^. Next, we investigated the differences in antisense transcription comparing the ratio t_0_’/t_0_ for each gene. We observed that genes with induction memory enhanced after *RRP6* depletion displayed an increased promoter antisense transcription in the wild-type strain, while that was not the case in the *rrp6∆* strain (Supplementary Fig. 3F). As we observed only subtle differences between naive and primed conditions, we concluded that promoter-proximal ncRNA accumulation was likely not the main driver in the formation of transcriptional memory.

**Fig. 3:**
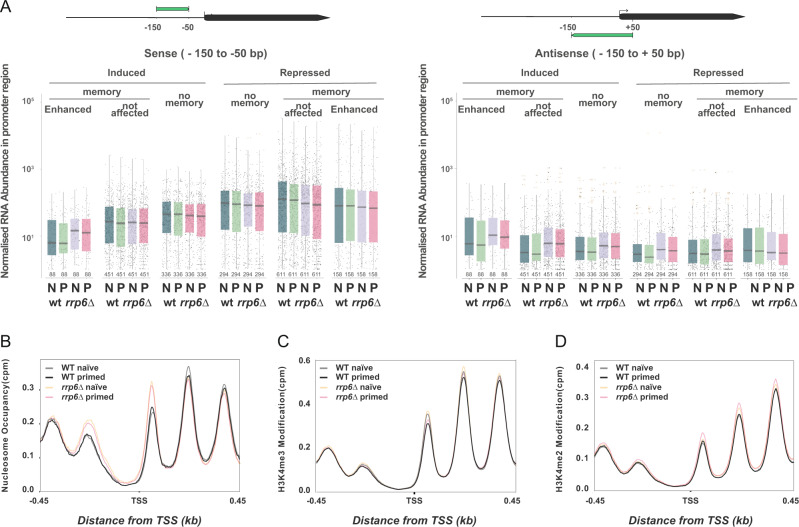
Non-coding transcription and chromatin organization do not explain differences between naive and primed states. **A** RNA-Seq coverage of unannotated ncRNA transcription surrounding coding genes’ transcription start sites (TSS) (i.e., overlapping the promoter region). Average RNA coverage at the promoter region on the sense strand (−150 to −50 bp in respect to TSS) is shown on the left and antisense transcription (−150 to +50 bp with respect to TSS) is shown on the right. Boxplots for wild-type t_0_ naive (N in cyan), wild-type t_0_’ primed (P in green), *rrp6∆* t_0_ naive (N in purple), and *rrp6∆* t_0_’ primed (P in pink) are shown. mRNA abundance is normalized to global ORF-Ts abundance. Box-plot represents the first, second, and third quartile. The first quantile, median and third quantile are defined as the minimum, center, and maximum bounds of the box-plots. **B** Global MNase Seq analysis. Metagene plot of the distribution of average nucleosome MNase signal. Average sequencing coverage is shown (cpm, counts per million) for wild-type t_0_ naive (grey), wild-type t_0_’ primed (black), *rrp6∆* t_0_ naive (orange), and *rrp6∆* t_0_’ primed (pink) here. A 5 bp sliding window was used. **C** As B but for H3K4me3 ChIPseq signal. **D** As B but for H3K4me2 ChIPseq analysis.

After studying the association between ncRNA accumulation and transcriptional memory, we investigated potential differences in chromatin status. It is well known that chromatin plays an important role in transcriptional memory^35^, however, no detailed genome-wide investigation of chromatin organization comparing naive and primed cells has been conducted in this system. Thus, we performed high-resolution nucleosome mapping combining MNase treatment and chromatin immunoprecipitation in naive (t_0_) and primed (t_0_’) cells for the wild-type and *rrp6∆* strains. We did not observe any clear difference for global nucleosome occupancy comparing naive and primed states (Fig. 3B). We only observed a subtle displacement of nucleosomes −1 and +1 towards the nucleosome depleted region (NDR) in the *rrp6∆* strain in both naive and primed cells. This *rrp6∆*-specific alteration is reminiscent of the chromatin remodeling associated to an increase of antisense non-coding transcription that has been recently reported^36^. Next, we investigated nucleosome occupancy for induced and repressed genes (with or without memory), observing similar profiles (Supplementary Fig. 4A). As subtle changes in chromatin accessibility in *GAL1* promoter have been reported previously^33^, we investigated also that locus specifically (Supplementary Fig. 4B) as well as a reference region containing known expressed and repressed genes as control (Supplementary Fig. 4C). However, we did not identify clear differences between naive and primed cells. To investigate subtle difference between gene groups we compared MNase coverage for t_0_’ and t_0_ for the +1 nucleosome (0 to 150 bp from TSS) and for the Nucleosome Depleted region (NDR, −150 to 0 bp from TSS). The coverage for a + 1 nucleosome increased for all analyzed genes group in primed conditions for the wild-type strain. For the *rrp6Δ* strain, MNase coverage was in general higher but without significant differences between naive and primed conditions (Supplementary Fig. 5A). As expected, MNase coverage in the NDR was lower across all regions (Supplementary Fig. 5B). To better study the difference between gene groups we next defined the ratio t_0_’/t_0_ for each gene. We did not observe clear differences for t_0_’/t_0_ ratio for the +1 nucleosome across groups (Supplementary Fig. 5A). However, genes with repression memory enhanced by RRP6 depletion presented a clear decrease of NDR occupancy in primed conditions in the wild-type strain, but not in *rrp6∆* strain.

In addition to potential changes in nucleosome occupancy, we also investigated histone marks previously associated to transcriptional memory. Even though in our experimental settings, we focus on short-term transcriptional memory to galactose (*i.e*., 3 h in glucose after initial galactose priming), we decided to explore potential changes in H3K4me3 and H3K4me2 that have been previously associated with long term transcriptional memory (>12 h) for galactose^18^ and heat shock response in plants^35^. Comparing naive and primed cells at genome-wide level, we observed minimal differences in H3K4me3 and H3K4me2 (Fig. 3C, D). Although in some cases we identified some subtle differences between groups of genes and between strains (Supplementary Fig. 4A), we did not identify clear differences for +1 nucleosome or NDR coverage between naive and primed states (Supplementary Fig. 5C–F). However, when investigating difference between gene groups using gene-specific coverage ratio t_0_’/t_0_ we observed that genes with induction memory present relatively lower H3K4me2 in primed conditions in the *rrp6∆* strain. In summary, although we observed subtle chromatin differences across groups, those differences alone did not clearly explain the differential transcriptional memory observed in the *rrp6∆* strain.

### Differential abundance of nuclear exosome co-factors modulates transcriptional memory

Having shown that chromatin-mediated regulation was not sufficient to explain the differences in transcriptional memory between wild-type and *rrp6∆* strains, we focus on the effects of the nuclear exosome modulating mRNA stability. Although traditionally nuclear decay was thought to affect mainly non-coding transcripts^29^, recent evidence shows that changes in nuclear RNA degradation rates can facilitate the remodeling of gene expression in yeast^30,31^. These changes can impact gene expression both in a positive and a negative way^30^. Specifically, in response to glucose deprivation, stress responsive genes can better escape nuclear decay (facilitating their accumulation). In contrast, genes downregulated in response to glucose withdrawal are targeted more efficiently by nuclear surveillance factors (facilitating their downregulation). Therefore, we hypothesized that the changes in nuclear decay observed in naive cells could be further enhanced in primed conditions and contribute to the observed *rrp6∆*-dependent transcriptional memory differences. To test the hypothesis, we investigated if genes with different transcriptional memory behavior present differential intrinsic affinity for the nuclear surveillance complexes TRAMP (Trf4/5-Air1/ 2-Mtr4-polyadenylation) or NNS (Nrd1-Nab3- Sen1). We used previously published CRAC (crosslinking and cDNA analysis) data obtained in naive conditions measuring the intrinsic association of specific mRNAs to the TRAMP^30,37^ (i.e. Mtr4, Trf4, Trf5) NNS^30^ (i.e. Nab3) and the SKI complex^38^ (i.e., Ski2) normalized by their binding to RNA Polymerase II (Supplementary Data 3). We observed that genes induced after galactose addition generally exhibit higher intrinsic association to both complexes, while genes repressed in response to galactose are relatively less bound (Fig. 4A–D and Supplementary Fig. 6A). Interestingly, this trend was even more clear when analysing genes with induction and repression memory. Specifically, induced genes with transcriptional memory (for which mRNA abundance increases faster in primed cells) are more associated to TRAMP and NNS complexes, while repressed genes with transcriptional memory are less associated (Fig. 4E-H and Supplementary Fig. 6B). Next, we explored up to what degree differential intrinsic association to the nuclear surveillance complexes could explain the transcriptional memory phenotype observed in the *rrp6∆* strain. We observed that genes, where induction memory was enhanced by the nuclear exosome depletion, had in general higher association to TRAMP and NNS (Fig. 4I-L and Supplementary Fig. 6C). On the contrary, repressed genes whose repression memory was enhanced by the nuclear exosome depletion had in general lower association to NNS (Fig. 4M–P and Supplementary Fig. 6D). Interestingly, Mtr4 presented an opposite behavior in respect to the other TRAMP components (Trf4/5) suggesting a differential role in repression memory. Taking all the CRAC data together, our analysis suggests that differential affinity to nuclear surveillance factors contribute to transcription memory.

**Fig. 4:**
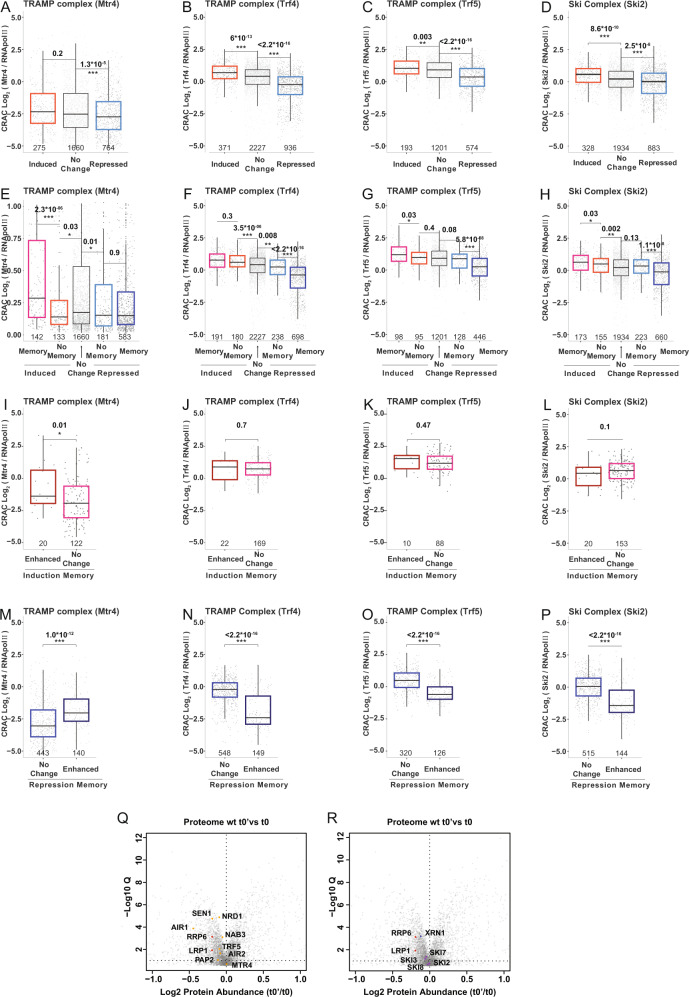
Differential association to nuclear exosome co-factors. **A** Relative association for the TRAMP complex (i.e. Mtr4) as measured by CRAC in naive cells^30^. Boxplot for induced and repressed genes is shown. To measure gene-specific nuclear surveillance association, since those complexes act on nascent transcripts, CRAC data is normalized by RNA pol II association, as previously described. Number of analyzed genes is indicated in grey. Genes with less than 20 counts were discarded. First quantile, median and third quantile are defined as the minimum, center and maximum bounds of the box-plots. Two-sided Wilcoxon test was used. **B** as A but measuring the relative association of Trf4 (Pap2)^37^ **C** as A but measuring the relative association of Trf5^37^. **D** as A but measuring the relative association for the Ski complex (Ski2)^38^. **E**–**H** as in A-D but for genes classified according to their transcriptional memory. **I**–**L** As in A-E but comparing genes with induction memory enhanced or not enhanced by *RRP6* depletion. **M**–**P** As in A-D but comparing genes with repression memory enhanced or not enhanced by RRP6 depletion. Significance computed using Wilcoxon signed-rank test. CRAC data from Bresson et al.^30^ Tuck et al.^38^ and Delan-Forino et al.^37^ Trf5, TR5 and Ski2 data was normalized using RNApol II CAC data from Bresson et al.^30^. **Q** Volcano plot showing relative protein abundance changes of primed (t0’) and naive (t0) states in wild-type cells. Fold changes in protein abundance for t0’ and t0 samples are shown as a function of statistical significance (*n* = 4 of independent biological replicates). The points showing the protein subunits of the TRAMP, NNS, and nuclear exosome are labeled. Doted lines represent Log_2_ fold change = 0 and −Log_10_Q = 1. **R** Same data shown in Q with labels pinpointing components of the nuclear and cytoplasmic exosome and the 5’−3’ exonuclease XRN1.

The differential association between an RNA binding protein (RBP) and their mRNA targets can be caused by two alternatives (and not exclusive) mechanism: 1) by changes in intrinsic mRNA-RBP affinity, or 2) by changes in RBP abundance. To test this second possibility, we performed a proteomic analysis of wild-type cells in naive and primed conditions (Fig. 4Q and Supplementary Data 4). This analysis revealed a clear decrease of the components of the TRAMP, NNS and nuclear exosome components in primed conditions. The decrease of components involved in nuclear decay would be consistent with a relative increase in expression for those genes more sensitive to its action (*e.g*., genes displaying induction memory). Unexpectedly, we also observed a relative decrease of factors involved in cytoplasmic decay, although to a lower degree than the nuclear ones (Fig. 4R). However, that was not so clear in the *rrp6∆* strain (Supplementary Fig. 6E, F). This suggests that changes in the cytoplasmic mRNA decay may also contribute to modulate transcriptional memory.

Finally, we took advantage of the generated proteomic data to investigate the potential role of Gal1p cytoplasmic accumulation in transcriptional memory. It has been shown that cytoplasmic accumulation of Gal1p can facilitate faster long-term transcriptional memory in primed cells^21,22^. Consistent with that, we observed that Gal1p was reliably detected in primed cells (Supplementary Fig. 6G). However, both the wild-type and the *rrp6∆* strain present similar levels for Gal1p suggesting that its cytoplasmic accumulation does not explain the observed differences in transcriptional memory between strains.

### Changes in cytoplasmic RNA stability also modulate transcriptional memory

Having investigated the role of nuclear RNA degradation in transcriptional memory, we decided to study the potential role of other RNA degradation pathways. We reasoned that, as targeting for nuclear RNA degradation is often set co-transcriptionally^28^ changes in nuclear mRNA stability will mainly modulate the appearance of newly synthetized molecules. However, it could be expected that, to modulate the abundance of mRNAs already presents in the cytoplasm (e.g. genes with repression memory), cytoplasmic mRNA decay would be also altered between naive and primed cells. Unfortunately, key components of the cytoplasmic mRNA decay such as *XRN1* lacked sufficient coverage to be included in our analysis (Supplementary Data 1). To investigate if global changes in mRNA stability (and not only nuclear decay) contribute to transcriptional memory we measured genome-wide mRNA stability using metabolic RNA labeling (SLAM-Seq)^39,40^ in naive and primed cells. SLAM-Seq compares total mRNA abundance to that of new mRNA molecules generated during the metabolic RNA labeling pulse. Thus, it can be expected that it captures mainly changes in mRNA stability due to differences in cytoplasmic mRNA decay, while changes in nuclear decay would be difficult to measure (as nuclear RNA decay acts mainly on nascent mRNA molecules). 

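*RRP6* had 4 to 28 reads in the 12 *rrp6∆* libraries of metabolic labelling and 976 to 2461 in the 12 wild-type libraries. Each strain has 3 libraries, labelled as replicates, at t_0_, t_30_, t_0_’ and t_30_’. The authors' files give, for each transcript unit and library, all reads, the nascent reads and the T>C conversions. In *rrp6∆*, the squared differences in total reads between replicates 1 and 2 were only 1.36 times counting noise at t_0_ and 1.33 times at t_0_’. Whether these 2 are separate cultures cannot be told from the counts, and if they are not, n = 3 overstates the replication in *rrp6∆*. In the files, 128640 of 132740 entries with nascent reads hold at least 2 conversions per nascent read, and the deposited nascent share equals nascent reads over all reads with 0.01 added below the line. The global comparisons use the median share of coding transcripts with at least 20 reads in each library, compared between 3 and 3 libraries by an exact permutation test, whose smallest p is 0.1. Per transcript, edgeR's quasi-likelihood test compares the odds of a read being nascent over the 5187 coding transcripts with at least 20 reads in all 12 libraries of t_0_ and t_0_’, with Benjamini-Hochberg adjustment. The paper reads a lower nascent share as slower turnover. The share also depends on how many conversions a labelled read carries.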

We labeled newly synthetized RNA with thiouracil for 10 min and harvested cells at 0 and 30 min after galactose addition for both wild-type and *rrp6∆* strains (see methods). As expected upon shift to galactose, the generation of newly synthesized mRNA molecules was drastically decreased^41^ (Supplementary Fig. 7A). Thus, we focus our analysis on naive (t_0_) and primed (t_0_’) conditions where we could assume a steady state between mRNA synthesis and decay (i.e. synthesis rate is in equilibrium with the mRNA decay rate) and control for potential differences in the response to galactose between naive and primed states.

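After galactose, few reads of the typical coding transcript carried the label. The median nascent share of coding transcripts went from 49.5 ± 0.278% at t_0_ to 0.0805 ± 0.139% at t_30_ in the wild type (mean ± SD of 3 libraries, exact p = 0.1, a change of -99.8%), and from 41.1 ± 2.33% at t_0_’ to 0.272 ± 0.0506% at t_30_’. In *rrp6∆* it went from 34.1 ± 5.23% to 0.0241 ± 0.0417% and from 25.2 ± 4.85% to 0.621 ± 0.327%. *GAL1*, which galactose induces, had 3900 ± 338 normalized reads in all at t_30_’ in the wild type against 45.7 ± 4.96 at t_30_, of which 1.64% and 0.775% were nascent. The *GAL7-GAL10* unit had a nascent share of 50.4 ± 3.91% at t_0_. With 3 libraries on each side, the exact test cannot give a p under 0.1.

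**Figure D2:**
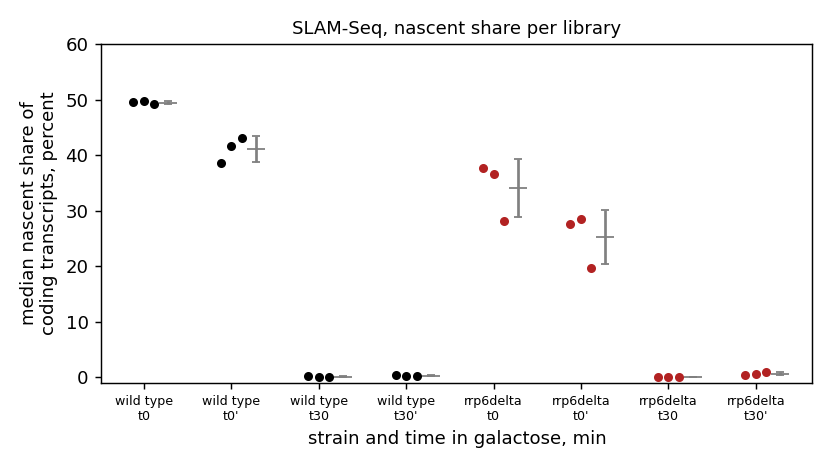
Median nascent share of coding transcripts with at least 20 reads, in percent, for each of the 24 libraries in 8 groups of strain and time. Points are libraries, and bars mark the mean and SD of 3.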

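*GSY1*, a glycogen synthase gene, had 42.0 ± 2.37% nascent reads in naive and 19.9 ± 2.63% in primed wild-type cells (log2 odds -1.55, SE 0.27, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.9e-05). The transcription factor genes *MIT1* (-1.47) and *ZNF1* (-1.42), the kinase gene *KIN82* (-1.40) and the unit of the iron-related gene *FIT1* (-1.52) follow. The median share of all coding transcripts changed by -17.0% from t_0_ to t_0_’ (exact p = 0.1, the smallest possible, every primed library below every naive one), and by -10.3% once corrected for conversions per nascent read (3.51 in primed and 3.86 in naive cells), so that fewer conversions and slower turnover cannot be told apart. The odds were lower in 99.5% of 5187 coding transcripts, with a median log2 of -0.47, and 1263 passed as lower and 0 as higher (2485 past an unadjusted p of 0.05). Limma on log odds passes 79. The number rests on the replicates: 0 transcripts pass without replicate 1, 0 without replicate 2 and 4503 without replicate 3, and 4447 pass when the 2 groups are fitted alone.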

Investigating the wild-type strain, we observed a clear decrease in mRNA turnover in the primed condition, indicating a general stabilization of the cellular mRNAs (*p*-value < 2.2·10^−16^, Fig. 5A). Although most mRNAs increase their mRNA stability in primed cells (slower turnover), genes associated to respiration and galactose metabolism were particularly stabilized (Supplementary Fig. 7B and Supplementary Data 5). On the other hand, genes associated with cytoplasmic translation were less stabilized (Supplementary Fig. 7C and Supplementary Data 5). 

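The *GAL7-GAL10* unit went from 50.4% to 25.9 ± 4.30% nascent reads in primed wild-type cells (log2 odds -1.59, SE 0.39, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00943), and *PGM2*, the phosphoglucomutase gene of galactose use, from 35.5 ± 2.80% to 24.4 ± 2.79% (-0.78, adjusted p = 0.0255). *GAL1* itself had 44.4 ± 5.19% and 37.3 ± 18.0% (-0.53, SE 0.46, adjusted p = 0.295). Of 7 galactose genes 3 passed as lower, with a median of -0.70 against -0.47 in all coding transcripts (camera adjusted p = 0.069). In respiration, *NDI1* (-0.71) and *SDH1* (-0.71) passed, 2 of 38 in all and 0 adjusted over the list alone, with a median of -0.44 and adjusted p = 0.37. Lists whose odds fell more than those of other transcripts were trehalose and glycogen (8 of 15 lower, or 12 adjusted over the list alone, median -0.69, adjusted p = 0.0022), beta-oxidation (6 of 12, or 8 over the list alone, -0.75, adjusted p = 0.011) and the general stress response (10 of 22, or 12 over the list alone, -0.68, adjusted p = 0.027). Without replicate 3 none of these 3 passes (adjusted p = 0.191, 0.886 and 0.604), and beta-oxidation reverses its direction. With an estimated correlation the adjusted p of every list is 0.999. That estimate can take in a shift that all transcripts of a library share, which cancels between a list and the rest. The value 0.999 may therefore be too large and does not decide the question. The order of the lists is relative to a shift that nearly all transcripts share.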

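Ribosomal protein transcripts fell less in nascent odds than other coding transcripts in primed wild-type cells. The examples start from low naive shares, where an equal proportional fall in share moves the odds less than at the median share of 49.5%. Part of the contrast may come from this scale. *RPS3* had 8.08 ± 0.086% nascent reads at t_0_ and 7.09 ± 0.403% at t_0_’, *RPL30* 7.25 ± 0.438% and 6.59 ± 0.346%, and *TEF1*, a gene of elongation factor 1 alpha, 10.2 ± 0.468% and 9.13 ± 0.238% (mean ± SD, n = 3, none past the test, examples chosen after the values were seen). Of 137 ribosomal protein genes 1 had lower odds, *RPL15B* (-0.70, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.049, and 0 did adjusted over the list alone), and the list's median was -0.17 against -0.47 in all coding transcripts (camera adjusted p = 1.1e-30). The same held for translation factors (0 of 38, median -0.22, adjusted p = 4.9e-09), RNA polymerases I and III (0 of 19, -0.29, adjusted p = 8.7e-04) and ribosome biogenesis (19 of 136, 0 over the list alone, -0.32, adjusted p = 1.3e-05). Without replicate 3 the adjusted p is 0.213 for the polymerases and 0.296 for ribosome biogenesis. With an estimated correlation, adjusted p = 0.999 for each of these lists, under the limit of that estimate given above.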

Next, we investigated the changes in mRNA turnover between naive and primed conditions for different groups of genes. 

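*CIT3*, a mitochondrial citrate synthase gene (log2 odds -1.22), and *GDB1*, the glycogen debranching enzyme gene (-1.12), are galactose-induced genes whose nascent share fell in primed wild-type cells, *GDB1* from 33.9 ± 1.31% to 19.0 ± 3.63% (SE 0.25, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0060). As a class, 992 induced transcripts had a median log2 odds change of -0.55, against -0.45 in 4195 other coding transcripts, a difference of -0.10 (camera p = 2.0e-04, and p = 0.642 with an estimated correlation). The estimated correlation can take in a shift shared by a whole library, which cancels between the classes, so 0.642 may be too large. By replicate number, which was not taken as a pairing, the difference was -0.08, -0.10 and -0.12 in numbers 1, 2 and 3. Against the transcripts of neither class it was -0.04 (n = 992 transcripts, camera p = 0.109), and matched on read count -0.016, no longer past the test.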

Focusing on genes induced after galactose treatment, we observed that their mRNA stability was significantly increased (slower turnover) in primed cells (Fig. 5B), something that could facilitate their accumulation upon re-induction. The stability of induced genes with transcriptional memory was increased even more (Fig. 5C and Supplementary Fig. 7D, *p*-value < 2.8 × 10^−6^). 

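Among induced genes, 742 with induction memory, such as *CIT3*, *GDB1* and the *GAL7-GAL10* unit, had a median log2 odds change of -0.57 from t_0_ to t_0_’ in the wild type, and 250 without memory one of -0.50. The difference of -0.07 (n = 742 and 250 transcripts) has p = 0.0514 by camera, and p = 2.0e-06 by a Wilcoxon test over genes, which takes genes as independent. A Wilcoxon test is also what the paper's Fig. 5 uses. Against all other coding transcripts, induction memory genes differed by -0.11 (n = 742 transcripts, camera p = 4.1e-05, and p = 0.597 with an estimated correlation). With the replicate number as a block, the p of memory against no memory is 0.0304, and with an estimated correlation 0.772. Without replicate 1, 2 or 3 it is 0.0096, 0.0268 or 0.709.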

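*AAH1* kept 43.3 ± 3.45% nascent reads in primed against 46.8 ± 2.21% in naive wild-type cells, *NSR1* 40.0 ± 1.38% against 43.5 ± 1.11% and *KRE33* 28.4 ± 2.43% against 29.9 ± 1.96% (mean ± SD, n = 3, none past the test), all 3 of them genes that galactose represses. The 1206 repressed transcripts had a median log2 odds change of -0.31 and the 3981 other coding transcripts one of -0.52. The difference of 0.21 has p = 5.8e-18 by camera, and p = 0.351 with an estimated correlation. Matched on read count it is 0.0607 and matched on naive share 0.0718, both past the test, and as a log ratio of shares, another scale, 0.0588. Induced against repressed transcripts differed by -0.24 (n = 992 and 1206, camera p = 7.5e-21, and p = 0.243 with an estimated correlation).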

On the contrary, the mRNA stability of genes repressed after galactose treatment increased less than the global population (i.e., less decrease in mRNA turn-over, Fig. 5B). 

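Repression memory genes such as *RRP12* (44.5 ± 1.68% nascent reads in naive and 40.0% in primed wild-type cells), *SPB1* (55.3 ± 0.912% and 49.2 ± 1.72%) and *UTP14* (42.9 ± 0.972% and 38.5 ± 1.44%) lost little of their nascent share (none past the test, n = 3). The 999 transcripts of this class had a median log2 odds change of -0.30, and 207 repressed transcripts without memory one of -0.38. The difference of 0.09 has p = 1.5e-04 by camera, and p = 0.62 with an estimated correlation. Matched on read count it is 0.021 and no longer past the test. Against all other coding transcripts the class differed by 0.22 (n = 999 transcripts, camera p = 2.2e-19, and p = 0.33 with an estimated correlation).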

And again, the trend was even more clear for mRNAs with repression memory (Fig. 5C and Supplementary Fig. 7D). In agreement with our model, maintaining a relatively faster turnover (lower mRNA stability) in primed cells could contribute to the fast decrease of their mRNA abundance upon transcription shut down. Next, we investigated how the stability of repression memory genes enhanced by *RRP6* depletion, changed between naive and primed conditions. 

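*RPL2A*, a ribosomal protein gene with repression memory enhanced in *rrp6∆*, had 6.28 ± 0.363% nascent reads in naive and 5.87 ± 0.349% in primed wild-type cells (mean ± SD, n = 3, not past the test), against a change of -17.0% in the median share of all coding transcripts. The 192 enhanced repression memory transcripts had a median log2 odds change of -0.21 and the 807 other repression memory transcripts one of -0.31, a difference of 0.11 (camera p = 6.3e-06, and p = 0.539 with an estimated correlation). Matched on naive share the difference is 0.0279 and no longer past the test.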

We observed a decrease in stability in respect to other repression memory genes (Fig. 5D), suggesting that changes in mRNA stability contribute to the observed transcriptional memory phenotype. 

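Induction memory genes enhanced in *rrp6∆*, *GAL1* among them, had a median log2 odds change of -0.59 from naive to primed wild-type cells (81 transcripts), and other induction memory genes one of -0.57 (661 transcripts). The difference of -0.02 (n = 81 and 661 transcripts) has p = 0.625 by camera, and across the other settings its p ranges from 0.148 to 0.923.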

Genes with induction memory enhanced by *RRP6* depletion presented a subtle relative increase in mRNA stability in primed cells, but this change was not significant (Supplementary Fig. 7E). This could be caused by a different regulation mechanism or due to our limited ability to accurately measure their mRNA turnover in non-induced conditions (where their mRNA abundance is extremely low). To confirm that mRNA stability differences measured between naive and primed conditions, was also present during the galactose response we measured mRNA stability using a pulse-chase approach. We labeled RNA for 1 h in naive and primed conditions and measured its disappearance upon transition to galactose for 30 minutes (Supplementary Fig. 7F). This revealed changes in mRNA turnover similar to the group-specific regulation described using a steady-state approach in YPD (Supplementary Fig. 7G–J).

**Fig. 5:**
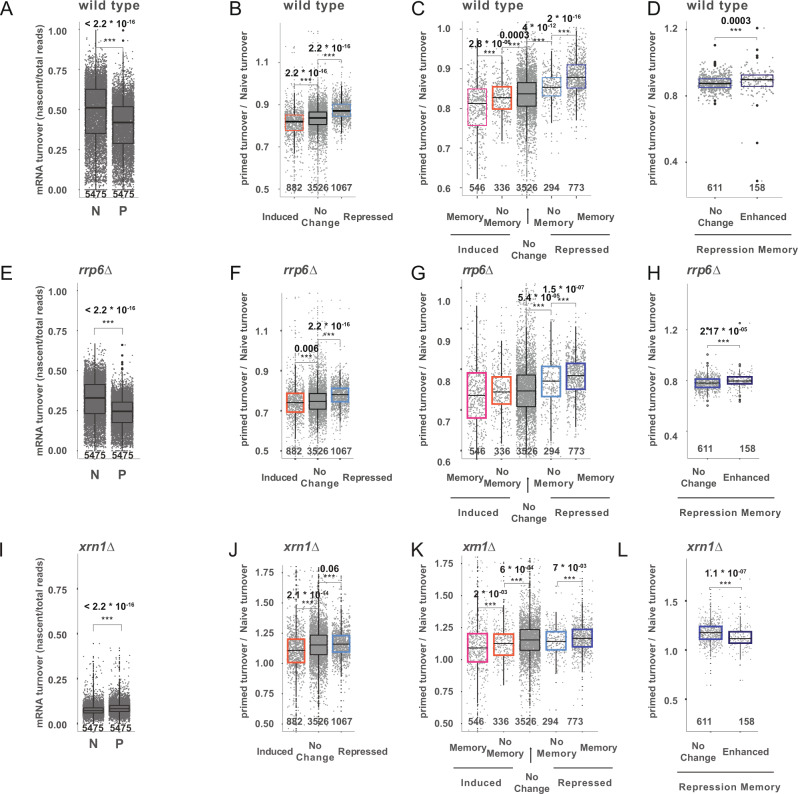
Differential mRNA turnover between naive and primed cells. **A** Relative mRNA turnover (comparing nascent vs total RNA) using SLAM-seq in naive (N, t_0_) and primed (P, t_0_’) conditions. High turnover indicates faster transcription/decay and thus lower mRNA stability. Gene-specific turnover was computed by comparing for each gene the reads containing T > C conversion to the total mapped reads. Only reads containing at least 2 T > C conversions are considered newly synthesized reads. Only genes with at least 20 total reads were considered for RNA turnover analysis. **B** Change in mRNA turnover between primed and naive conditions for induced and repressed genes in response to galactose. Number of analyzed genes is shown at the bottom of each boxplot. **C** As in B but for genes according to their transcriptional memory profile. **D**, As in B but for genes with repression memory enhanced or not enhanced after RRP6 depletion. **E**–**H** As A-D but for the *rrp6∆* strain. **I**–**L** As A-D but for the *xrn1∆* strain. For all boxplots the number of genes examined is depicted at the bottom of the boxplot and the independent biological experiments *n* = 3. First quantile, median and third quantile are defined as the minimum, center and maximum bounds of the box-plots. Two-sided Wilcoxon test was used for all comparisons.

Next, we expanded our analysis to investigate global changes in mRNA stability in the *rrp6∆* strain. Using SLAM-Seq, we determined that *rrp6∆* has a slower mRNA turnover than the wild-type strain (Fig. 5E, *p*-value < 2.2 × 10^−16^). 

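Meiotic *REC104* went from 69.0 ± 6.10% nascent reads in naive wild-type to 9.41 ± 4.41% in naive *rrp6∆* cells (log2 odds -4.25, SE 0.34, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.2e-34), in a unit that overlaps another on its strand. *FLX1*, a mitochondrial carrier gene, went from 52.4% to 8.80% (-3.51, SE 0.24, adjusted p = 4.6e-44), and *UBX6* was lower by -3.31. *RPS14B* was the only coding transcript past the test in the other direction, with 17.2 ± 1.50% and 24.1 ± 2.48% (0.62, SE 0.21, adjusted p = 0.0050). In nascent odds, ribosomal protein genes moved least (8 of 137 lower, 1 adjusted over the list alone, median of limma's fit -0.16 against -0.90 in all coding transcripts, camera adjusted p = 2.2e-89, but 0.999 with an estimated correlation), while all 136 ribosome biogenesis genes were lower (-0.93). The median share of coding transcripts changed by -31.0% at t_0_ (exact p = 0.1, and -25.2% without replicate 3) and by -38.6% at t_0_’ (exact p = 0.1). Corrected for conversions per nascent read the changes are -22.2% and -30.3%. Of 5187 coding transcripts 4574 passed as lower and 1 as higher, with a median log2 of -0.87 in edgeR's fit. Relative to the median change, 737 were lower and 1406 higher.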

As expected, this effect was particularly strong for CUTs, which were clearly stabilized in *rrp6∆* (Supplementary Fig. 8A, *p*-value < 2.2 × 10^−16^). 

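CUTs, which the nuclear exosome degrades, had a median nascent share of 66.0 ± 1.17% in naive wild-type and 32.8 ± 6.07% in naive *rrp6∆* cells, a ratio of 0.496 (n = 3, exact p = 0.1), and of 54.7% and 25.0% in primed cells, over the same 125 CUTs in every library. Over the CUTs with at least 20 reads in each library, which are 185 to 266 in naive wild-type and 480 to 737 in naive *rrp6∆* cells, the ratio is 0.459 and includes this change of set. Of the 125 CUTs 107 had lower odds and 0 higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with a median log2 of -1.75 against -0.87 in coding transcripts. SUTs lay between them: 362 of 419 were lower and 2 higher, with a median of -1.28. The 125 CUTs with at least 20 reads in all 12 libraries at t_0_ and t_0_’ are a minority of the class.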

Having validated our RNA turnover measurements in *rrp6∆*, we investigated differences in mRNA turnover between naive and primed conditions. 

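*TMA10*, a stress-induced gene of the ribosome fraction, went from 34.3 ± 8.14% nascent reads in naive to 11.7 ± 3.17% in primed *rrp6∆* cells (log2 odds -2.09, SE 0.32, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.1e-07), *RGI1* of respiratory growth by a log2 of -2.07, the catalase gene *CTT1* by -1.78 and the unit of the glycogen phosphorylase gene *GPH1* by -1.81. The median share of coding transcripts changed by -26.0% (exact p = 0.2), and by -19.6% corrected for conversions per nascent read (exact p = 0.1). The ranges of the groups overlap through replicate 3, which is low in both. By replicate number the share fell from 0.376 to 0.276, 0.367 to 0.285 and 0.281 to 0.197. The numbers were not taken as pairs, so these falls do not replace the exact test. Replicates 1 and 2 may also not be separate cultures, since their total reads differ little beyond counting noise. Of 5187 coding transcripts 3405 passed as lower and 0 as higher (3850 past an unadjusted p of 0.05), with a median log2 of -0.61, and 99.6% were lower at any p. Limma on log odds passes 2387. Without replicate 1, 2 or 3 the number is 2, 4 or 4645, and 5 with the 2 groups fitted alone.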

As in the wild-type strain, we observed a clear decrease in mRNA turnover in primed *rrp6∆* cells (Fig. 5E, Supplementary Fig. 7A, *p* < 2.2 × 10^−16^). This shows that the observed mRNA stabilization in primed cells (decreased mRNA turnover) does not depend exclusively on the nuclear exosome, but that regulation of the cytoplasmic mRNA decay is also involved. 

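From the lower turnover in primed *rrp6∆* cells, the paper concludes that the stabilization does not rest on the nuclear exosome alone and that cytoplasmic decay takes part. *GSY1* had 27.1 ± 5.33% nascent reads in naive and 12.5 ± 5.57% in primed *rrp6∆* cells (adjusted p = 3.8e-04), and *PGM2* 31.5 ± 1.75% and 18.7 ± 6.92% (adjusted p = 0.0030), both of which fell in the wild type as well. The change in odds did not differ between the strains for any coding transcript after adjustment (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg, 0 past 0.05 and 18 past an unadjusted p of 0.05, median log2 -0.15). In *rrp6∆*, 22 of 38 respiratory chain and ATP synthase genes had lower odds (17 adjusted over the list alone, median -0.56, camera adjusted p = 0.93).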

In agreement with that observation, RNA turnover regulation between naive and primed conditions was similar to that of the wild-type strain. Specifically, genes displaying induction memory underwent a significant increase in their relative mRNA stability (slower turnover) in primed cells, while genes with repression memory decreased their relative RNA stability (faster turnover) in primed cells (Fig. 5F–H, Supplementary Fig. 8A–C).

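Ribosomal protein genes, most of which galactose represses, again fell less in nascent odds than other transcripts in primed *rrp6∆* cells (42 of 137 lower, 0 adjusted over the list alone, median of limma's fit -0.35 against -0.60 in all coding transcripts, camera adjusted p = 3.8e-13, but 0.999 with an estimated correlation), as did translation factors (14 of 38 lower, 1 over the list alone, -0.40, adjusted p = 2.5e-04, but 0.102 without replicate 3 and 0.999 with an estimated correlation). Genes with repression memory differed from repressed genes without memory by a log2 odds of 0.06 (999 and 207 transcripts, camera p = 0.0116, and p = 0.74 with an estimated correlation), and enhanced from other repression memory genes by 0.11 (p = 1.2e-05, and 0.551 with an estimated correlation). Matched on read count the former difference is -0.026, and matched on naive share the latter is 0.0206 and no longer past the test. Genes with induction memory, *SDH2* (log2 odds -1.22, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0027) among them, differed from induced genes without memory by -0.03 (n = 742 and 250 transcripts, camera p = 0.889) and from all other coding transcripts by -0.05 (camera p = 0.507). All induced against other coding transcripts differed by -0.04 (n = 992 transcripts, camera p = 0.44), and repressed ones by 0.16 (p = 1.0e-06, and 0.591 with an estimated correlation), or by 0.0238 matched on naive share (p = 0.0038).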

To further dissect the contribution of cytoplasmic factors to this process, we investigate global changes in mRNA turnover in *ski2∆* (component of the cytoplasmic 3’-5’exosome) and *xrn1∆* (cytoplasmic 5’-3’exonuclease) strains. When investigating the *ski2∆* strain, we also observed a general stabilization of mRNAs in primed cell (Supplementary Fig. 8D). Like in the wild-type strain, genes displaying induction memory increased in their relative mRNA stability (slower turnover) in primed cells, while genes with repression memory decreased their relative RNA stability (faster turnover) in primed cells (Supplementary Fig. 8D–I). Finally, we investigated mRNA turnover in *xrn1∆* cells. As expected, deletion of XRN1 led to a massive mRNA stabilization (Fig. 5I), but contrary to in the previous cases, mRNA in primed cells was less stable than in naive conditions (*p* < 2.2 × 10^−16^). However, despite this lack of stabilization of mRNA in primed conditions, when comparing gene-specific differences between naive and primed conditions we observed the same group-specific relative changes in mRNA turnover as for the other strains (i.e., induction memory genes increasing their relative mRNA stability in primed cells and repression memory decreasing it) (Fig. 5J–L and Supplementary Fig. 8J, K). This shows that cytoplasmic 5’-3’mRNA decay is not essential for most gene-specific effects, and rather has a role on global stability change between naive and primed states. However, and in contrast to what we observed in the other strains, genes with repression memory enhanced by *RRP6* depletion presented a relative decrease in their mRNA stability in primed cells compared to other repression memory genes (Fig. 5P, *p* < 1.123 × 10^−7^). Interestingly those same genes present a particularly high codon adaptation index (Supplementary Fig. 8L). As codon optimality has been shown to be a main player controlling cytoplasmic mRNA stability^42^, our results suggest that those genes are more dependent on the action of XRN1, and potentially codon optimality, to regulate their stability between naive and primed conditions. Taken together, our results show that changes in mRNA stability between naive and primed states contribute to the transcriptional memory phenotype. And that both nuclear and cytoplasmic mRNA degradation contributes to this process.

## Discussion

Previous studies investigating transcriptional memory have focused on how direct modulation of the transcription process enables faster gene re-induction kinetics. However, even though steady-state mRNA levels reflect the combination of transcription and RNA decay, the role of mRNA degradation in this process remained unexplored. Here we show that differential regulation of mRNA stability facilitates gene expression adaptation in response to environmental changes and that this process can be influenced by previous stimuli.

In this study, we performed a genome-wide screen to identify novel factors able to modulate transcriptional memory in budding yeast in response to galactose as a carbon source. In addition to confirming the role of known players in this process, we show that the depletion of the nuclear exosome leads to faster reinduction kinetics of the *GAL1* gene in galactose-primed cells. To dissect this process, we performed a detailed RNA-Seq study of gene expression changes in naive and primed cells. Consistent with previous work^34^, we identify that transcriptional memory both facilitates the induction of particular genes (activation memory) and also accelerates the repression of others (repression memory). Unexpectedly, when investigating the role of the nuclear exosome in this process, we discovered that its depletion could enhance both activation and repression memory. Specifically, RRP6 depletion enhanced the transcriptional memory of a subset of induced genes (making them increase their mRNA abundance faster) and also the repression of a different subset of genes (making them decrease mRNA abundance faster). The groups displaying enhanced transcriptional memory phenotypes were not random. For example, genes related with carbohydrate metabolism or meiosis displayed enhanced activation memory in *rrp6∆*, while cytoplasmic translation was enriched in the group of genes with enhanced repression memory (Supplementary Fig. 2 and Supplementary Data 2). As the nuclear exosome has a well-known role in controlling promoter directionality, transcription termination and the abundance of non-coding transcripts (i.e., CUTs), we first investigated its potential role in controlling the transcription process. However, our analysis suggests that the accumulation of CUTs overlapping promoters of coding genes^5^ are likely not the main mechanism of action controlling those differences. Likewise, we also discarded a major role of potential chromatin differences when comparing naive and primed states.

Next, as our result showed that the depletion of the nuclear exosome led to divergent effects in groups of genes that are regulated in opposite directions during cellular adaptation, we considered if the effect could be mediated by regulation of mRNA decay (instead of changes in the transcription process). Recent work shows that the nuclear exosome, in addition to its canonical role in regulation of ncRNA abundance, is also important in facilitating remodeling of gene expression in yeast^30,31^. With those works as a starting point, we investigated if, in addition to its role in modulating coding mRNA abundance during the stress response, the nuclear exosome could also behave differently in naive and primed conditions. Our analysis showed that genes whose induction memory was enhanced by the nuclear exosome depletion had in general higher association to nuclear surveillance factors (*i.e*., NNS and TRAMP complexes). On the contrary, repressed genes with memory enhanced by the nuclear exosome depletion had in general lower intrinsic association to these factors. This suggested a scenario where the nuclear exosome could limit the accumulation of mRNAs from genes with activation memory, while having almost no effect in mRNAs from genes with repression memory. This would explain our observations, since in absence of the nuclear exosome, mRNAs from genes with activation memory would accumulate faster. On the contrary, nascent mRNAs from genes with repression memory would not be particularly stabilized in absence of the nuclear exosome. However, as most mRNAs would undergo a subtle stabilization in absence of the nuclear exosome, this would mean that mRNAs from genes with repression memory would decrease in their relative abundance faster than the global population. As our working model required a change in the activity of the RNA degradation machinery in primed cells, next we used MS-based proteomics to compare naive and primed cells. Reassuringly, we found that primed cells present a relative lower abundance of proteins involved in nuclear mRNA decay (Fig. 4U).

Finally, since the contribution of nuclear decay can be expected to be relatively small in comparison to cytoplasmic decay, we investigated if global changes in mRNA stability (and not only nuclear decay) could contribute to differences between naive and primed cells. We reasoned that changes in cytoplasmic mRNA stability would be especially important in facilitating a faster downregulation of mRNAs of genes with repression memory, as in those genes transcriptional activity, and consequently nascent nuclear mRNA decay, can be expected to be low. To test this hypothesis, we measured RNA stability in primed and naive cells using RNA metabolic labeling. Despite naive and primed cells displaying an almost identical gene expression program (Fig. 2, Supplementary Fig. 2), our results clearly show that primed cells undergo a decrease in mRNA turnover, indicating a general stabilization of the cellular mRNAs (Fig. 5A). However, this stabilization is not equal across all gene groups. In fact, genes that are induced after galactose treatment exhibit significantly higher mRNA stability in primed cells, something that would facilitate their accumulation upon re-induction. This stabilization was even more pronounced for genes with activation memory. On the contrary, genes that are repressed after galactose treatment exhibit a lower relative increase in their mRNA stability in primed cells in respect to the global population. This relative destabilization was even more clear for genes with repression memory, something that would facilitate their faster decrease upon galactose re-stimulation. Interestingly, although our work shows involvement of RRP6 in regulation of stability in a subset of repression memory genes, we also observe clear changes in mRNA stability between primed and naive cells even in the absence of the nuclear exosome. To further dissect the role of other degradation pathways we measured mRNA turnover in a deletion strain for a component of the cytoplasmic 3’-5’exosome (*ski2∆*) and for the major cytoplasmic 5’-3’exonuclease (*xrn1∆*). In the case of the *ski2∆* strain we observed similar results as in the *rrp6∆* strain. However, in the *xrn1∆* strain the general stabilization of mRNAs in primed conditions was lost (Fig. 5I). This suggests that the differential activity for XRN1, considered to be the main degradation pathway, is essential to achieve the global differences in mRNA stability between naive and prime conditions. Reassuringly, the general changes observed in mRNA turnover in the *xrn1∆* strain are consistent with the relative decrease of Xrn1p abundance that we observed in primed conditions in the wild-type strain. However, we did not capture XRN1 in our initial screen as that strain was below our detection limit (Supplementary Data 1). Despite the clear role of XRN1 controlling global mRNA stability, the relative changes in mRNA turnover for groups with differential transcription memory between naive and primed conditions was largely maintained (Fig. 5J-L). Interestingly those genes with higher relative destabilization in primed conditions present a particularly high codon adaptation index (Supplementary Fig. 8H) and are differentially regulated in the *xrn1∆* strain (Fig. 5L). This suggest that they could be more sensitive to drastic changes in translation (and thus co-translationally regulated cytoplasmic mRNA stability). However, more research would be required to investigate this possibility.

Taking all this together, our work suggests that there is a co-regulation between the transcriptional responses associated to faster transcriptional induction and repression and the associated changes in post-transcriptional mRNA life (at nuclear and cytoplasmic levels) (Fig. 6). This suggests a general connection between transcription rate and nuclear and cytoplasmic mRNA decay, which together modulate mRNA abundance. Thus, our work suggests the existence of coordination between “*transcriptional*” and “*post-transcriptional memory*” to facilitate swifter adaptation to changing environments. Although here we have focused on the dissection of gene expression during carbon-source change in budding yeast genes, we anticipate that similar synergistic transcription-mRNA stability crosstalk could occur in other conditions where massive gene expression changes are expected. Understanding how transcription activity and mRNA decay can change while maintaining apparently identical mRNA abundance will be important to understand differential behavior in adaptation to changing environments and cellular response.

**Fig. 6:**
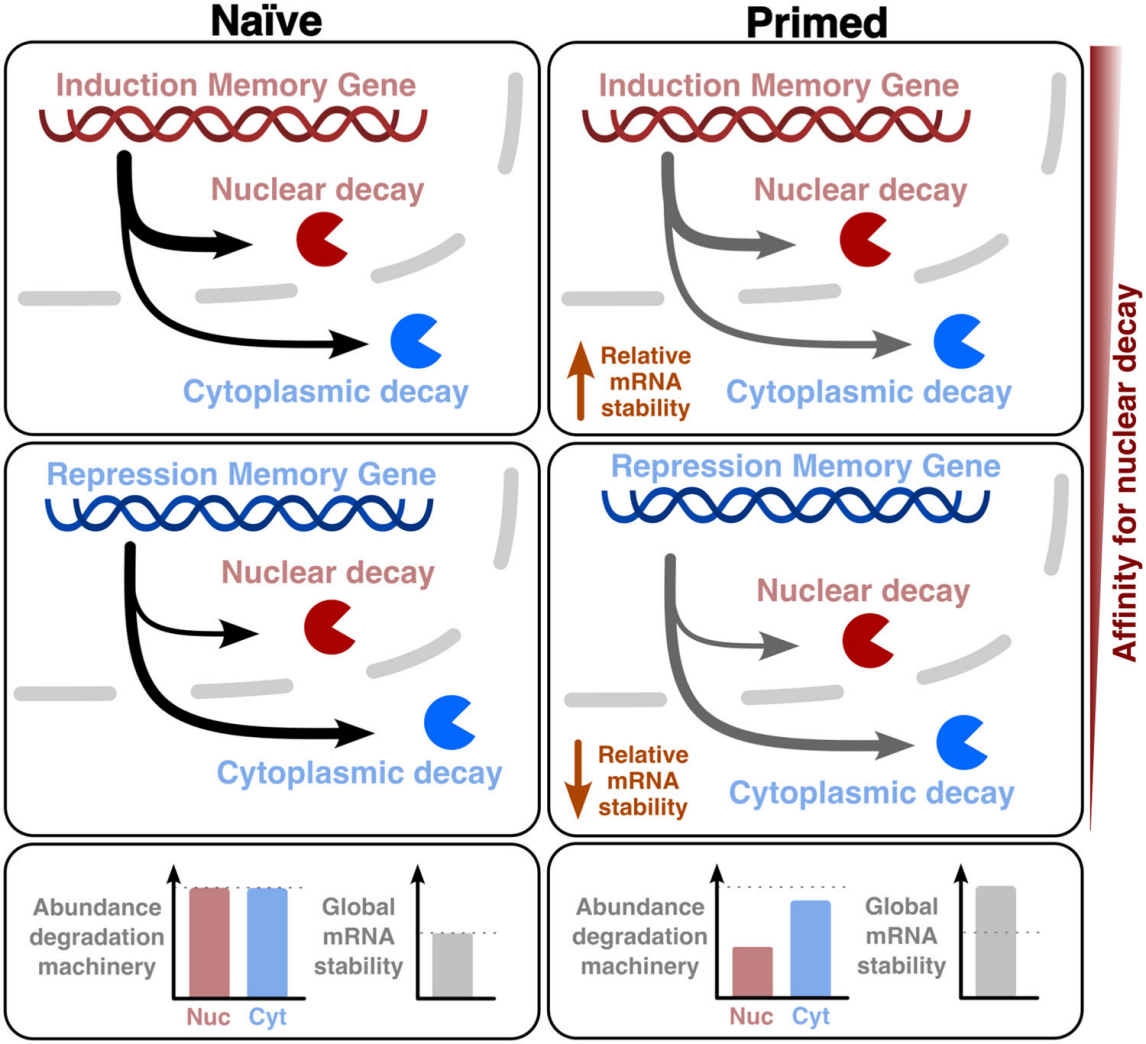
Working model for the role of mRNA stability in transcriptional memory. Induction memory and repression memory genes present different intrinsic susceptibilities to nuclear mRNA decay. After galactose priming, the abundance of nuclear degradation machinery decreases. Thus, although there is a global increase in absolute mRNA stability, the relative stability of induction memory genes increases and the one of the repression memory genes decreases. These favors enhanced induction/repression responses in primed cells.

## Methods

### Generation of a genome-wide reported for pGAL1 transcriptional memory

To generate the pGAL1 memory reporter system we used p416 TEF as backbone^43^. The final plasmid contains a constitutive reporter with a pTEF promoter expressing mCherry-degron and a CYC1 terminator. The galactose reporter is controlled by a pGAL1 promoter expressing sfGFP-degron and an ADH1 terminator. The plasmid confers Nourseothricin resistance (NAT1) to enable its transformation into the barcoded yeast deletion collection containing KanMX^32^ (Supplementary Fig. 1A). To obtain repeated measures of a wild-type strain in response to glucose-galactose transition we generated 8 barcoded control strains where we introduced a KanMX cassette containing strain-specific barcode next to the *ura3Δ0* locus in a BY4741 strain. We transformed the diploid deletion^32^ collection with the pGAL1 memory reporter plasmid using Gietz’s Frozen competent yeast transformation protocol^44^. The pooled collection was grown overnight in YPD ( + 200 µg/ml Geneticin) and processed in exponential phase OD_600_ ~ 0.5. To increase sample complexity and minimize cell bottlenecks we performed multiple transformations. For each pool transformation, we used 10^8^ cells and 236 µg plasmid DNA. The heat shock was performed for 1 h at 42 °C in a heat block with 5 min 1000 rpm interval shacking and additional vertexing every 20 min. Antibiotic selection was performed on Nourseothricin (60 µg/ml) plates to minimize competition between adjacent clones. We performed a total of 15 independent transformations that led to ~30,000 clonal colonies. Colonies were scratched, mixed with glycerol (final 21%), aliquoted and frozen. For the 8 barcoded control strains we performed the same process but transforming independently each strain.

### Reporter based screen for transcriptional memory

Frozen aliquots of the barcoded genome-wide deletion collection barcoded controls containing the reporter system were revived for 8.5–10 h in YPD + Nourseothricin (60 µg/ml). We performed in parallel the experiment with the pooled genome-wide deletion collection and the pooled barcoded controls. When cells reached exponential growth (OD_600_ 0.4–0.6), we took and aliquot and defined that point as TP0 (naive). We changed media to galactose (YPGal) for 3 h and collected an aliquot every hour (TP1 = t_60_, TP2 = t_120_, TP3 = t_180_). When then changed cells back to glucose media for 3 h and collected TP4 (t_90GLU_) and TP5 (t_180GLU_ which served also as t_0_’). Finally, we re-exposed cells to galactose for 3 h and collected a sample each hour (TP6 = t_60_’, TP7 = t_120_’, TP8 = t_180_’). Media change was performed by spinning cells (5 min 2500 g) and performing one wash with the new media before final resuspension. For fluorescent detection cells were fixed in 50% ethanol (final) and stored at 4 °C. Fixed pooled barcoded controls and pooled genome-wide deletion were combined at 1:65.5 cell ratio (every barcoded control would correspond to 1:500 of all cells). Before fluorescent measurement, cells were spun down (5 minutes 3000 g), washed with PBS and spun down for 30 minutes to allow the sfGFP to refold. After this cell were resuspended in PBS for FACS.

For FACS sorting we fixed gates to consider only those cells significantly expressing MCherry. After this filter, we split sfGFP expression in 4 gates: no expression (R5), low expression (R6), intermediate expression (R7) and high level of sfGFP expression (R8). We aimed to sort a minimum of 10^6^ cells per gate when feasible, and sorted between 7 and 25 million cells per time point (see DataS2 for details). We performed two independent replicates.

For DNA isolation cells were resuspend in 300 μL of 10’prep buffer (2% TritonX-100, 1% SDS, 100 mM NaCl, 1 mM EDTA y 10 mM Tris-HCl pH 8) and transferred to a 2 mL tube with 500 μL Phenol:Chlorophorm:isoamilic (25:24:1) and 500 μL glass beads. Cells were vortexed using 4 30 second pulses in a FastPrep-24 (MP Biomedical) instrument at 5.5 m/s. We recovered the aqueous phase after centrifugation and a gel-lock tube with 500 μL Phenol:Chlorophorm:isoamilic (25:24:1). We vortexed the sample, centrifuge and recovered the aqueous phase. We added 3 L RNase A (DNase-free) (10 mg/mL) and incubate during 30 min at 37 °C. Ilumina compatible sequencing libraries of the UpTag region of each strain were generated by two consecutives PCRs. During the first PCR we used oligos indexing for the biological replicate (KanMX) and the time points (UPTAG). During the second PCR we introduced illumine-compatible oligos and indexed for sGFP signal (see DataS2 for details). We performed 4 independent PCRs for each sample. In brief, for the first PCR reaction contained 2 µL extracted gDNA, 1 µl dNTPs (10 mM), 0.25 µl UpKanMX primers (10 mM), 0.25 µl UPTAG primers (10 mM), 10 µl 5 x Phire Reaction Buffer, 0.3 µl Phire Hot Start II DNA Polymerase (Thermo Fisher Scientific) in a total reaction volume of 50 µl. PCR program was conducted for 30 s at 98 °C, 15–16 cycles of 10 s at 98 °C, 10 s at 63 °C, 30 s at 72 °C and final elongation for 5 min at 72 °C. For the second PCR we used 2 µL product from the first PCR, 1 µl dNTPs (10 mM), 0.5 µl PE2_MPX (10 mM), 0.5 µl PE1.0 (10 mM), 10 µl 5 x Phire Reaction Buffer, 0.3 µl Phire Hot Start II DNA Polymerase (Thermo Fisher Scientific) in a total reaction volume of 50 µl. PCR program was conducted for 30 s at 98 °C, 15-16 cycles of 10 s at 98 °C, 10 s at 65 °C, 30 s at 72 °C and final elongation for 5 min at 72 °C. PCR replicates were pooled, purified with HighPrep beads (MagBio), quantified and pooled at equal concentration. Libraries were sequenced using the Illumina HiSeq2000 platform.

### Transcriptional memory screen analysis

To assign mapping sequenced barcodes onto strains we constructed a fasta contig for each deletion strain with its uptag and downtag, and these fasta contigs were indexed using bwa. The sequencing reads were trimmed down to the first 45 bp and then aligned using bwa aln (default settings with –B 6) and bwa se (default settings with –n 1). The first 6 bp of the barcode that indicates the timepoint of the sample was placed under the BC tag during alignment with bwa (the –B 6 option). After alignments, counts for each deletion strain in each timepoint and window were tabulated using R.

We focus on the comparison of the differences between GFP accumulation in naive (TP3-4) and primed (TP5-6) cells. Please note that, as protein accumulation is delayed with respect to mRNA production, TP4 corresponds to cells already transitioned back to glucose.

To test for differences in memory response we modeled the change in barcode counts for each strain using a quasibinomial generalized linear model. For each transition (e.g TP3 to TP4), for timepoint i, biological replicate j and strain k

1 $${{\log }}({{{{{{\rm{Counts}}}}}}}_{{{{{{\rm{i}}}}}},{{{{{\rm{j}}}}}},{{{{{\rm{k}}}}}}={{{{{\rm{k}}}}}}}/{{{{{{\rm{Counts}}}}}}}_{{{{{{\rm{i}}}}}},{{{{{\rm{j}}}}}},{{{{{\rm{k}}}}}}={{{{{\rm{wildtype}}}}}},}) \sim {{{{{\rm{biological}}}}}}\_{{{{{\rm{replicate}}}}}}+{{{{{\rm{timepoint}}}}}}$$

The extra dispersion parameter for quasibinomial glm is estimated from the data using Pearson’s coefficient of dispersion (implement by quasibinomial function in R)

For transition TP3 to TP4, we can obtain an estimate of the change in log odds ratio between TP4 and TP3, β_1_ and also an estimate of its error, se_1_. Likewise in transition from TP5 to TP6, we obtain an estimate β_2_ and se_2_. To ask if the responses during the second transition (TP5 to TP6) is significantly different from the first transition (TP3 to TP4), we calculate a z-score for this:

2 $${{{{{\rm{Z}}}}}}=({{{{{{\rm{\beta }}}}}}}_{1}{{{{{\rm{\hbox{-}}}}}}}{{{{{{\rm{\beta }}}}}}}_{2})/{{{{{\rm{sqrt}}}}}}({{{{{{\rm{se}}}}}}}_{1}+{{{{{{\rm{se}}}}}}}_{2})$$

Then we combined the z scores for 3 windows using Stouffer’s method, using the cell counts in each windows as weights. It is to be noted that we take the absolute of all Z values since they can take different signs. After calculating this estimate of Stouffer Z, we check whether the z scores change signs more than once before calling it a significant change in responses. We identify 35 mutants with putative decreased transcriptional memory (TP5_6 < TP3_4) and 37 with enhanced transcriptional memory (TP5_6 > TP3_4) (Supplementary Data 1)

To calculate GFP scores of individual strains at the different timepoints, several data manipulation were performed. First, a cutoff was applied to only include abundant strains (rowMeans > 5). To obtain the relative abundance of the strain in the corresponding sample, for each sample, reads of individual strains were normalized by dividing them with the total number of their samples. Wild type and deletion strains have shown a dispersed distribution across the 4 GFP windows and across time points. In order to obtain the averaged GFP expression of individual strains at the different time points, the contribution of each of 4 GFP windows to average GFP expression has to be normalized. Thus, relative numbers of FACS sorting events for the 3(4) different GFP fractions per time point were multiplied with the corresponding relative reads of individual strains at the different time points. Next for each GFP window a score was assigned (GFP^-^ = 1, GFP^low^ = 2, GFP^mid^ = 3, GFP^high^ = 4). Normalized reads were multiplied with their respective GFP score, summed up for individual strains at individual time points and divided by sum of the non-multiplied values.

### RNA-Seq experiment and library preparation

*Saccharomyces cerevisiae* strain BY4741 (MAT a *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) was grown to exponential phase (OD_600_∼0.5) in YPD medium (1% yeast extract, 2% peptone, 2% glucose) for at least 16 h at 30 °C (naive cells). To change cells from YPD to YPGal (1% yeast extract, 2% peptone, 2% galactose) cells were collected by 2 min centrifugation (3000 g) and washed with prewarmed YPGal. After wash, the cells were collected by 2 min centrifugation at 3000 g and resuspended in prewarmed YPGal for 3 h. Next, cells were shifted to glucose-containing media (YPD) for 3 h, performing a wash with prewarmed YPD as previously described. Finally, galactose-primed cells were washed and exposed to prewarmed YPGal. All yeast samples (2 ml) were collected by centrifugation (30 seconds at 8000 x *g*) and pellets were frozen in liquid nitrogen. *Schizosaccharomyces pombe* (h-) used as spike-in was grown at 30 °C to mid-log phase (OD600 ∼0.5)

For library construction, total RNA concentration was measured with Qubit and RNA quality was checked by capillary electrophoresis. We used 2.5 μg total *S. cerevisiae* RNA supplemented with 0.6 ng SIRV-SET3 (Lexogen) as spike-in. rRNA was depleted with illumina Ribo-Zero Gold rRNA Removal Kit (Yeast) according to manufacturer instructions, detailed kit info is provided in Supplementary Data 6. Then, a strand-specific RNA-Seq library was prepared using NEBNext Ultra Directional RNA Library Prep Kit for Illumina following the manufacturer instruction. Briefly, rRNA-depleted RNA was first fragmented and then we used random primer to generate first cDNA strand. dUTP was incorporated into cDNA during the following second-strand synthesis. After end repair and dA tailing, Illumina adaptors were ligated. The second strand containing dUTP was removed using USER enzyme mix. Strand-specific library was prepared with 7 PCR cycles. Library quality was assessed via Qubit and Bioanalyzer. The libraries were sequenced using an Illumina Nextseq 500 instrument.

### Processing, analysis and graphic display of RNA-seq data

*S. cerevisiae* genome assembly and annotation for the RNA-Seq data analysis was downloaded from SGD database (version 64-1-1) and annotation from (Xu et al., 2009). For *S. pombe* we used genome version ASM294v2.20. The quality of the RNA-Seq data was assessed with FastQC (Andrews, 2010). Reads were aligned to the transcriptome by STAR(v2.5.3a) with parameters “--outFilterMismatchNmax 4 --alignIntronMin 13 --alignIntronMax 2482”.

Reverse stranded reads were then summarized into gene expression values by featurecounts with parameter “-s 2 -C”. Chimeric fragments were excluded from fragment counting.

Read counts were normalized by sum of coding transcriptome. Differential gene expression analysis was perfomed using the DESeq2 (v1.26.0) package in R (v3.6.3). When calculating log fold change of different time points, we use the time 0 of first induction as reference point.

PCA plot data was calculated with plotPCA function of DESeq2 package then plotted with ggplot2. MA plot data was calculated with plotMA function of DESeq2 and then plotted with ggplot2.

Stepwise Annotation for the gene category: first sort gene into 3 groups (Induced genes, genes with no change and repressed genes) then into 5 groups according to memory pattern (induction memory genes, induced genes without memory, genes with no change, repressed genes without memory and genes with repression memory).

Induced genes are defined as genes whose (lfc, log_2_ fold change) lfc^3h^ > 0, lfc^1h^’ > 0, lfc^3h^ > lfc^1h^, lfc^3h^ > lfc^30min^ and adjusted *p* value < 0.001. Induction memory genes are defined as induced genes whose lfc^30min’^ - lfc^30min^ > log_2_(1.5) or lfc^1h^’ – lfc^1h^ > log_2_(1.5). Repressed genes are defined as genes whose lfc^3h^ < 0, lfc^1h^’ < 0, lfc^3h^ < lfc^1h^, lfc^3h^ < lfc^30min^ and adjusted *p* value < 0.001. Repression memory genes are defined as those repressed genes whose lfc^30min’^ - lfc^30min^ < -log_2_(1.5) or lfc^1h^’ –lfc^1h^ < -log_2_(1.5). lfc^1h^’ and lfc^30min’^ are the log_2_ fold change of 1h and 30 min in the second induction (primed state) while lfc^30min^, lfc^1h^ and lfc^3h^ are the log_2_ fold change of 30 min, 1 h and 3 h in the first induction (naive state). For memory genes affected by *RRP6* depletion, we first normalized the gene log_2_ fold change in primed state by the gene log_2_ fold change of the longest induction time point (3 h) in the naive state to control for the effect of the mutation and have a fair comparison of memory effect between strains.

Heatmap was generated with Complexheatmap (v2.2.0). TM_score_ was defined and calculated as a measure of relative change amplitude at 15 min in primed state normalized by RNA abundance of 3 h in the naive state. For induced memory genes, the memory index is illustrated as lfc^15min^’ – lfc^3h^. For repression memory genes, the memory index is illustrated as lfc^15min^’ – lfc^3h^.

Bigwig file for IGV visualization was generated with deeptools(v3.1.0) bamcoverage with normalization factor generated by inverting size factor generated in DESeq2 normalized by sum of coding transcriptome. Hypergeometric test was performed using https://systems.crump.ucla.edu/hypergeometric/. GO enrichment was performed with R package “clusterProfiler”. mRNA codon stability index, translation efficiency were obtained from Carneiro et al.^45^.

### MNase Seq and ChIPseq experiment and library preparation

We analyzed *S. cerevisiae* cells (wildtype and *rrp6Δ*) and used *S. pombe* as spike-in. Cell cultures were grown until OD_600_ 0.3–0.5 (*S. cerevisiae*) or 0.74 (*S. pombe*). 100 ml culture per *S. cerevisiae* sample and 30 ml of S*. pombe* culture was crosslinked using 1% formaldehyde for 15 minutes at room temperature. Formaldehyde was quenched by 0.125 M glycine for 5 minutes. Then cells were washed three times with cold TBS, flash-frozen in liquid nitrogen and stored at −80 °C. Frozen cell pellets were resuspended in zymolyase solution (1 M sorbitol, 50 mM Tris-HCl pH 7.5, 1% beta-mercaptoethanol, 0.1 U/µl zymolyase). The zymolyase digestion proceeded at +37 °C for 30 min (*S. cerevisiae*) or 90 min (*S. pombe*). Spheroplasts were isolated by centrifugation at 6000 x g for 10 minutes at +4 °C. Spheroplasts were resuspended in NP buffer (10 mM Tris-HCl pH 7.5, 1 M sorbitol, 50 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, 0.075% NP-40 (Tergitol), 1% beta-mercaptoethanol, 0.5 mM spermidine, 1% yeast protease inhibitor cocktail). The suspensions were pre-warmed and then 0.5 U/µl of MNase for *S. cerevisiae* and 2 U/µl for *S. pombe* was added per sample. MNase digestion proceeded at 37 °C for 40 min (*S. cerevisiae*) or 30 min (*S. pombe*) and stopped by addition of EGTA. The supernatants containing chromatin fragments were collected and diluted with 1 ml RIPA buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.1% SDS, 140 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate) with 1% yeast protease inhibitor cocktail. Equal volumes of *S. pombe* chromatin were spiked into *S. cerevisiae* chromatin samples at this point, corresponding to around 3% of *S. cerevisiae* DNA. Each sample was immunoprecipitated with anti-H3K4me3 (Abcam ab8580) and anti-H3K4me2 (Abcam ab7766) antibodies. Protein A/G beads (Pierce) were coupled to antibodies (3 µg/sample) and resuspended in diluted chromatin and rotated o/n at 4 °C. The next day, beads were washed with RIPA buffer, RIPA−500 buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.1% SDS, 500 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate), LiCl wash buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 0.5% v/v NP-40, 0.5% w/v sodium deoxycholate), and TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA pH 8). Volume of each wash was 150 µl. Chromatin was eluted from beads in 2 × 10 µl ChIP elution buffer (Tris-HCl pH 8 50 mM, 1% SDS, 10 mM EDTA pH 8). The immunoprecipitated chromatin as well as a 20 µl sample of input chromatin were decrosslinked by TE, RNase cocktail, Proteinase K and 6 µl SDS (10% w/v), incubating overnight at 65 °C. DNA was purified by ethanol precipitation. Illumina sequencing libraries were prepared from the DNA using the NEBNext Ultra II kit without dual size selection and using 1.4X volume of AMPure XP beads for the purification steps. The libraries were sequenced on Illumina’s NextSeq 500, paired-end, 39 bases from each end. Data was collected using NextSeq 500 default software.

### Mnase seq and ChIP analysis

Illumina adaptor sequences were detected and trimmed using TrimGalore. Trimmed reads were then aligned to *Saccharomyces_cerevisiae* genome assembly R64-1-1 using bwa (v0.7.17). Highly repetitive Ribosomal DNA regions were removed from alignment. PCR duplicates were marked and removed by Picard MarkDuplicates. Deduplicted reads from biological replicates were then merged together. Bigwig files were generated from merged bam files by deeptools bamcoverage command with parameters “--binSize 1 --MNase --minFragmentLength 100 --maxFragmentLength 200 --normalizeUsing CPM”. These parameters aimed to take only mononucleosome, deconvolute and take only the center dyad genomic coordinate of each nucleosome. Bed files containing gene groups generated from RNAseq data were provided to deeptools computematrix command to extract the nucleosome occupancy and average histone modification level of each gene within particular group. Deeptools plotProfile tool was then used to summarize above matrix into metagene plot with parameter “–perGroup”.

### Reanalysis of CRAC data

We used published datasets from Bresson et al. 2017 (PolII, Nab3 and Mtr4), Clémentine Delan-Forino et al. 2020 (Trf4 and Trf5) and Tuck et al. 2013 (Ski2) with GEO accession number: GSE86483^30^, GSE135526^37^, GSE46742^38^. Provided bigwig files were quantified with multiBigwigSummary tools from deeptools^46^.

For CRAC bedgraph files quantification (Mtr4, Nab3 and RNApolII) we followed the following: 1) the bedgraph files were converted to bed files. 2) the score column in the converted bed file was expanded as the corresponding number of reads (to make one read as one row). 3) then bed files were quantified using bedtools coverage to get counts number for each feature. We discarted those genes with less than 20 counts. Next, we normalized gene coverage by the total counts of each sample. Finally, we normalized the intrinsic association of each decay factor by RNApolII counts. To normalize the Trf4, Trf5, and Ski2 CRAC data, we used the PolII CRAC counts which were generated in the same biological settings from Bresson et al. 2017 paper.

For CRAC data in sgr files format (Ski2), we converted the sgr file to plus-strand bed file and minus strand bed file first. Then we expand the score column in bed file to reads records (make one read as one row). Finally, we quantified the reads counts of each feature from the bed file using bedtools coverage. We discarted those genes with less than 20 counts.

For CRAC data in gtf format (Trf4, Trf5), gtf files were first converted to bed12 files with gtf2bed from ea-utils^47^. Bed12 files were then converted to bed6 files. Bed6 files were then quantified with bedtools coverage. We discarded those genes with less than 20 counts.

### Metabolic labeling and SLAM-Seq

Metabolic labeling of newly synthesized RNA molecules was performed as previously described^40^. Briefly, 4-thiouracil (4tU) (Sigma) was dissolved in NaOH (83 mM). Newly synthesized RNA was labeled for 10 minutes at a final concentration of 5 mM 4-tU. MES buffer (pH 5.9) with a final concentration 10 mM was added to media to avoid pH change as a result of NaOH addition. At each time points before harvesting (t_0_, t_30_, t_0_’, t_30_’ for both wild type and *rrp6∆;* t_0_, t_0_’ for both *ski2∆* and *xrn1∆*), prewarmed 4tU was added to culture media (YPD with MES buffer or YPGal with MES buffer) 10 min ahead of desired time point. During the last minute of labeling, cells were collected by centrifugation at 3000 g and snap frozen in liquid nitrogen immediately. RNA was extracted and purified with MasterPure Yeast RNA Purification Kit. Total RNA was then subjected to thiol(SH)-linked alkylation by iodoacetamide (final 0.5 M) at 50 ^o^C for 15 minutes^39^, the reaction was stopped by adding 0.1 M DTT to the final concentration at 20 mM. RNA was cleaned by ethanol precipitation. rRNA was depleted using the RiboPools Depletion Kit (siTOOLs Biotech), strand specific library was prepared by Ultra™ II Directional RNA Library Prep Kit for Illumina® following manufacture instructions except for the use of NEBNext Strand Specificity Reagent. Sequencing was performed with single end setting, read length 121 bp on Illumina Nextseq 500 sequencer. Data was collected using NextSeq 500 default software.

For Pulse and chase experiment, briefly, 4-thiouracil (4tU) (Sigma) was prepared as explained above. Prewarmed 4tU was added to culture media (YPD with MES buffer) containing wild-type cells. After 1 h labeling with 4tU to fully label the whole transcripts, cells were washed and resuspend in YPGal media and time points were collected at 0, 10 and 30 minutes (t_0_, t_10_, t_30_, t_0_’, t_10_’, t_30_’) by centrifugation and snap frozen in liquid nitrogen immediately. Between the first and second exposure to YPGal, cells were cultured for 3 h in YPD. Libraries were prepared and sequenced on Illumina Nextseq 500 sequencer. Data was collected using NextSeq 500 default software.

SLAM-Seq data was analyzed with slamdunk provided by nfcore pipeline (v1.0.0). https://nf-co.re/slamseq. As stranded library was prepared with dUTP method, fastq files were first converted to reverse complementary reads to feed into slamdunk nf core pipeline. Adapter contamination and low-quality region was trimmed using TrimGalore (v0.6.5) (trim length 30 bp). Lifted-over transcript annotation for (Xu et al., 2009) to genome version 64-1-1 was downloaded from SGD database. Annotation was first converted into a bed file and used as input for parameter “-utrbed”. At least 2 T > C conversions per read was regarded as a confident call for nascent RNA reads. SNP masking was employed to distinguish Single Nucleotide Polymorphism from converted nucleotides. Degradation rate is calculated as 60 * ln(2) / t_1/2_ (t_1/2_ is half-time of gene).

### Sample Preparation for LC-MS

Yeast cells were quenched by adding pure trichloroacetic acid (Sigma Aldrich) to the yeast cultures to a final concentration of 10% (v/v) and incubating for 10 min on ice. Samples were then centrifuged at 2500 *g* for 5 min at 4 °C and the supernatant was discarded. The pellet was washed twice with 10 ml cold acetone before being transferred into a new tube. After an additional centrifugation step at 3000 *g* for 5 min at 4 °C, the acetone was removed and the pellet was further processed for protein extraction.

### Cell Lysis and Protein Extraction

To lyse the cells, cell pellets were first mixed with glass beads (Sigma Aldrich) and 500 μl of lysis buffer containing 8 M urea, 50 mM ammonium bicarbonate and 5 mM EDTA (pH 8). The mixture was then transferred to a FastPrep-24TM 5 G Instrument (MP Biomedicals) where cells were disrupted at 4 °C by 5 rounds of beads-beating at 30 seconds with 120 seconds pause between the runs. Samples were then centrifuged for 10 min at 21'000 x *g* to remove cell debris and the supernatants were transferred into a new tube. The protein concentration was determined using the bicinchoninic acid Protein Assay Kit (Thermo Scientific) following the manufacturer’s protocol.

### In solution protein digestion

100 µg of protein extracts were subjected to digestion. Samples were vortexed and sonicated for 5 min. In the first step, dithiothreitol (Sigma Aldrich) was added to a final concentration of 5 mM and incubated for 30 min at 37 °C to reduce the disulfide bridges followed by the alkylation of free cysteine residues with iodoacetamide (Sigma Aldrich) at 40 mM final concentration (30 min at 25 °C in the dark). Samples were pre-digested with lysyl endopeptidase (Wako Chemicals) at an enzyme substrate ratio of 1:100 for 4 h at 37 °C and then diluted 1:5 with freshly prepared 0.1 M ammonium bicarbonate to reduce urea concentration to 1.6 M. Sequencing grade trypsin (Promega) was added at an enzyme substrate ratio of 1:100 and digested at 37 °C for 16 h. The digestion was stopped by adding formic acid (Sigma Aldrich) to a final concentration of 2%. The digested samples were loaded onto SepPak C18 columns (Waters) that were previously primed with 100% methanol, washed with 80% acetonitrile (ACN, Sigma Aldrich), 0.1% FA and equilibrated 3 times with a 1% ACN, 0.1% FA solution. The flow-through was loaded once more onto the columns and the peptides bound to C18 resins were afterwards washed 3 times with a 1% ACN, 0.1% FA solution and eluted twice with 300 μl 50% ACN, 0.1% FA. The elution was dried down in a vacuum centrifuge and peptides were resuspended in a 3% ACN, 0.1% FA solution to a concentration of 1 mg/ml before LC-MS analysis.

### Liquid chromatography–mass spectrometry (LC-MS) analysis

Peptide samples were analyzed in a Data-Independent Acquisition mode (DIA) with an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) equipped with a nano-electrospray ion source and a nano-flow LC system (Easy-nLC 1200, Thermo Fisher Scientific). Peptides were separated with a 25 cm fused silica capillary column with inner diameter of 75 µm packed in house with 1.9 µm C18 beads (Dr. Maisch Reprosil-Pur 120). For LC fractionation, buffer A was 3% ACN and 0.1% FA and buffer B was 0.1% FA acid in 90% ACN and the peptides were separated by 2 h non-linear gradient at a flow rate of 250 nl/min with increasing volumes of buffer B mixed into buffer A. The DIA-MS acquisition method consisted of a survey MS1 scan from 350 to 1650 m/z at a resolution of 120,000 followed by the acquisition of DIA isolation windows. A total of 40 variable-width DIA segments were acquired at a resolution of 30,000. The DIA isolation setup included a 0.5 m/z overlap between windows.

### Quantitative proteomics data analysis

DIA-MS measurements were analyzed with Spectronaut 16 (Biognosys AG) using direct searches. In brief, retention time prediction type was set to dynamic iRT (adapted variable iRT extraction width for varying iRT precision during the gradient) and correction factor for window 1. Mass calibration was set to local mass calibration. The false discovery rate (FDR) was set to 1% at both the peptide precursor and protein levels. Digestion enzyme specificity was set to Trypsin/P and specific. Search criteria included carbamidomethylation of cysteine as a fixed modification, as well as oxidation of methionine and acetylation (protein N-terminus) as variable modifications. Up to 2 missed cleavages were allowed. The DIA-MS files were searched against the *Saccharomyces cerevisiae* UniProt fasta database (updated 2021-04-02). Differentially regulated proteins were determined with an unpaired t-test statistic with Storey method correction.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The RNA-seq, SLAM-Seq ChIP-seq and MNase-seq data generated in this study have been deposited in the GEO database under accession code GSE201036 and GSE218400. Both the raw data and processed data are available at GEO. The raw and processed data generated in this study are also provided in the Supplementary Information/Source Data file. We used published datasets from Bresson *et al*. 2017 (PolII, Nab3 and Mtr4), Clémentine Delan-Forino *et al*. 2020 (Trf4 and Trf5) and Tuck et al. 2013 (Ski2) with GEO accession number: GSE86483^30^, GSE135526^37^, GSE46742^38^. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036586.

## Code availability

Codes are available at https://github.com/PelechanoLab/2022TranscriptionalMemoryLab.

## References

[1] D’Urso A, Brickner JH (2017). Epigenetic transcriptional memory. Curr. Genet..

[2] Bheda, P., Kirmizis, A. & Schneider, R. The past determines the future: sugar source history and transcriptional memory. *Curr. Genet.* 1–7 10.1007/s00294-020-01094-8 (2020).10.1007/s00294-020-01094-8PMC759919032686056

[3] Acar M, Becskei A, van Oudenaarden A (2005). Enhancement of cellular memory by reducing stochastic transitions. Nature.

[4] Tan-Wong SM, Wijayatilake HD, Proudfoot NJ (2009). Gene loops function to maintain transcriptional memory through interaction with the nuclear pore complex. Gene Dev..

[5] Kim T, Xu Z, Clauder-Münster S, Steinmetz LM, Buratowski S (2012). Set3 HDAC mediates effects of overlapping noncoding transcription on gene induction kinetics. Cell.

[6] Guan Q, Haroon S, Bravo DG, Will JL, Gasch AP (2012). Cellular memory of acquired stress resistance in Saccharomyces cerevisiae. Genetics.

[7] Kundu S, Horn PJ, Peterson CL (2007). SWI/SNF is required for transcriptional memory at the yeast GAL gene cluster. Gene Dev..

[8] Lainé J-P, Singh BN, Krishnamurthy S, Hampsey M (2009). A physiological role for gene loops in yeast. Gene Dev..

[9] Lämke J, Brzezinka K, Altmann S, Bäurle I (2016). A hit‐and‐run heat shock factor governs sustained histone methylation and transcriptional stress memory. Embo J..

[10] Lämke J, Bäurle I (2017). Epigenetic and chromatin-based mechanisms in environmental stress adaptation and stress memory in plants. Genome Biol..

[11] Light WH (2013). A conserved role for human Nup98 in altering chromatin structure and promoting epigenetic transcriptional memory. Plos Biol..

[12] Saeed S (2014). Epigenetic programming of monocyte-to-macrophage differentiation and trained innate immunity. Science.

[13] Novakovic B (2016). β-glucan reverses the epigenetic state of LPS-induced immunological tolerance. Cell.

[14] Naik S (2017). Inflammatory memory sensitizes skin epithelial stem cells to tissue damage. Nature.

[15] D’Urso A, Brickner JH (2014). Mechanisms of epigenetic memory. Trends Genet.

[16] Brickner DG (2007). H2A.Z-mediated localization of genes at the nuclear periphery confers epigenetic memory of previous transcriptional state. Plos Biol..

[17] Light WH, Brickner DG, Brand VR, Brickner JH (2010). Interaction of a DNA zip code with the nuclear pore complex promotes H2A.Z incorporation and INO1 transcriptional memory. Mol. Cell.

[18] Sood V, Cajigas I, D’Urso A, Light WH, Brickner JH (2017). Epigenetic transcriptional memory of gal genes depends on growth in glucose and the tup1 transcription factor in saccharomyces cerevisiae. Genetics.

[19] Pascual-Garcia P (2017). Metazoan nuclear pores provide a scaffold for poised genes and mediate induced enhancer-promoter contacts. Mol. Cell.

[20] Cloutier SC (2016). Regulated formation of incRNA-DNA hybrids enables faster transcriptional induction and environmental adaptation. Mol. Cell.

[21] Zacharioudakis I, Gligoris T, Tzamarias D (2007). A yeast catabolic enzyme controls transcriptional memory. Curr. Biol..

[22] Kundu S, Peterson CL (2010). Dominant role for signal transduction in the transcriptional memory of yeast gal genes. Mol. Cell Biol..

[23] Lemay J-F (2014). The RNA exosome promotes transcription termination of backtracked RNA polymerase II. Nat. Struct. Mol. Biol..

[24] Neil H (2009). Widespread bidirectional promoters are the major source of cryptic transcripts in yeast. Nature.

[25] Xu Z (2009). Bidirectional promoters generate pervasive transcription in yeast. Nature.

[26] Ntini E (2013). Polyadenylation site-induced decay of upstream transcripts enforces promoter directionality. Nat. Struct. Mol. Biol..

[27] Andersson R (2014). An atlas of active enhancers across human cell types and tissues. Nature.

[28] Kilchert C, Wittmann S, Vasiljeva L (2016). The regulation and functions of the nuclear RNA exosome complex. Nat. Rev. Mol. Cell Bio.

[29] Ogami K, Chen Y, Manley JL (2018). RNA surveillance by the nuclear RNA exosome: mechanisms and significance. Non-coding Rna.

[30] Bresson S, Tuck A, Staneva D, Tollervey D (2017). Nuclear RNA decay pathways aid rapid remodeling of gene expression in yeast. Mol. Cell.

[31] Nues Rvan (2017). Kinetic CRAC uncovers a role for Nab3 in determining gene expression profiles during stress. Nat. Commun..

[32] Giaever G, Nislow C (2014). The yeast deletion collection: a decade of functional genomics. Genetics.

[33] Bheda, P. et al. Single-cell tracing dissects regulation of maintenance and inheritance of transcriptional reinduction memory. *Mol. Cell*10.1016/j.molcel.2020.04.016 (2020).10.1016/j.molcel.2020.04.01632392469

[34] Lee BB (2018). Rpd3L HDAC links H3K4me3 to transcriptional repression memory. Nucleic Acids Res..

[35] D’Urso A (2016). Set1/COMPASS and mediator are repurposed to promote epigenetic transcriptional memory. Elife.

[36] Gill JK, Maffioletti A, García-Molinero V, Stutz F, Soudet J (2020). Fine chromatin-driven mechanism of transcription interference by antisense noncoding transcription. Cell Rep..

[37] Delan-Forino C, Spanos C, Rappsilber J, Tollervey D (2020). Substrate specificity of the TRAMP nuclear surveillance complexes. Nat. Commun..

[38] Tuck AC, Tollervey D (2013). A Transcriptome-wide Atlas of RNP Composition Reveals Diverse Classes of mRNAs and lncRNAs. Cell.

[39] Herzog VA (2017). Thiol-linked alkylation of RNA to assess expression dynamics. Nat. Methods.

[40] Voichek Y, Bar-Ziv R, Barkai N (2016). Expression homeostasis during DNA replication. Science.

[41] García-Martínez J, Aranda A, Pérez-Ortín JE (2004). Genomic run-on evaluates transcription rates for all yeast genes and identifies gene regulatory mechanisms. Mol. Cell.

[42] Presnyak V (2015). Codon optimality is a major determinant of mRNA stability. Cell.

[43] Mumberg D, Müller R, Funk M (1995). Yeast vectors for the controlled expression of heterologous proteins in different genetic backgrounds. Gene.

[44] Gietz RD, Schiestl RH (2007). Frozen competent yeast cells that can be transformed with high efficiency using the LiAc/SS carrier DNA/PEG method. Nat. Protoc..

[45] Carneiro RL, Requião RD, Rossetto S, Domitrovic T, Palhano FL (2019). Codon stabilization coefficient as a metric to gain insights into mRNA stability and codon bias and their relationships with translation. Nucleic Acids Res..

[46] Ramírez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[47] Aronesty E (2013). Comparison of sequencing utility programs. Open Bioinform J..

[48] Szklarczyk D (2018). STRING v11: protein–protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

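RNA-Seq of 48 libraries and SLAM-Seq of 24 libraries of Saccharomyces cerevisiae were used, from the wild type and *rrp6∆* in their first (naive, t) and second (primed, t') exposure to galactose. Each group of strain and time has 3 replicates, which the paper describes as independent biological experiments. Of 120 samples in the series, the 48 of nucleosome and chromatin mapping were not analysed here.

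The RNA-Seq counts were made by the authors with FastQC, STAR and featureCounts, as reads of the reverse strand over an annotation of coding transcripts, CUTs and SUTs on the genome build R64, without normalization. The SLAM-Seq counts of all reads, of nascent reads and of conversions were made by the authors with Trim Galore and slamdunk, which calls a read nascent at 2 or more T>C conversions. The nascent share (a fraction) was deposited per library as nascent over all reads, and per group as the mean of 3 libraries. The deposited CPM values were scaled by the authors to the reads counted on all transcripts, and the deposited ratio columns divide the mean share at t_0_’ by that at t_0_. The CPM and ratio columns were read but not used for tests. The submitters' notes also name MultiQC, DESeq2, BWA, Picard and deepTools. The tables hold 7247 units in common, with 5383 coding transcripts, of which 268 cover more than 1 open reading frame name and 834 overlap another unit on the same strand. Where units overlap, reads may be shared. No unit is named for a spike-in, so comparisons to spike-ins were not made.

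RNA-Seq counts were tested with edgeR 4.0.16 (quasi-likelihood test, robust) in R 4.3.3, with limma 3.58.1 for lists, and with DESeq2 1.42.0 as an alternative. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Size factors are DESeq2's medians of ratios over coding transcripts, since the paper's Supplementary Data 2 states size factors on coding genes, and they entered edgeR as library sizes. The paper's Methods state scaling by the sum of the coding transcriptome, which is the alternative called the sum of coding counts here and moves many of the counts. Units were kept by edgeR's filter on low counts. All p-values were adjusted by Benjamini-Hochberg over the units tested. Calls of RNA-Seq need an adjusted p under 0.001, calls within gene lists and of nascent odds one under 0.05. By the paper's rule, a gene is induced if it is called higher at both t_180_ and t_60_’ against t_0_ and its level at t_180_ lies above those at t_30_ and t_60_, and repressed in the reverse case. The memory classes follow the paper's fold rule (1.5) and its threshold on the difference of scores (0.58). For the nascent odds, nascent and other reads were fitted with one coefficient per library, over transcripts with at least 20 reads in all 12 libraries at t_0_ and t_0_’. Classes of genes were compared with limma's camera on log2 odds (pseudocount 0.5) at a preset correlation of 0.01 between genes. The log2 odds were not centred per library, so a correlation estimated from them can take in a shift shared by a whole library. Such a shift cancels between a class and the rest, so the p-values of nascent odds with an estimated correlation may be too large. Global shares were compared by exact permutation tests, which cannot go below 0.1 for 3 against 3 libraries, two-sided.

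Genes are named by a rule set before the data were examined, as were the tests, the lists and the alternatives, apart from those named in the closing parts. The rule takes the genes the paper names in these experiments, the 5 transcripts with the largest rise and the 5 with the largest fall in each main comparison, if every replicate of one group lies above every replicate of the other, and up to 4 members of each list. Values at the top of the paper's supplementary tables had been seen by then. The 24 lists, written from general knowledge, cover galactose utilisation, the respiratory chain and ATP synthase, the tricarboxylic acid cycle, the glyoxylate cycle and gluconeogenesis, beta-oxidation, glycolysis and fermentation, hexose transporters, trehalose and glycogen, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, RNA polymerases I and III, translation factors, amino acid biosynthesis, heat shock proteins, the general stress response, meiosis, histones, nuclear exosome cofactors, cytoplasmic mRNA decay, the iron regulon, phosphate starvation, and a- and alpha-specific genes. They were tested in 8 contrasts of RNA-Seq and 3 of SLAM-Seq.

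RNA-Seq libraries hold 11677442 to 51748232 counts, with 64.2 to 89.0% on coding transcripts. SLAM-Seq libraries hold 11140488 to 18195589 reads. Tested on simulated counts with the depth and spread of the t_0_ libraries, the RNA-Seq test called 31 of 40 transcripts raised 2-fold, 15 of 40 raised 1.5-fold and 30 of 40 at 0.5-fold, and 0 of 6940 unchanged ones. The nascent odds test called 22 of 40 transcripts with a log2 odds of -1, 0 of 40 with -0.5 and 2 of 5610 unchanged ones. Of 100 lists of unchanged genes 0 passed. Each transcript was drawn on its own, for the nascent odds at a preset spread, with no shift shared by a whole library. Real libraries do shift as a whole, such as naive *rrp6∆* with median shares of 0.376, 0.367 and 0.281. The low numbers of false calls therefore do not carry over to the nascent odds of these data. Nor do they for lists of genes that vary together.

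The replicate numbers of RNA-Seq, called batches in the labels, mark a shared structure. Deviations from the group mean correlated at 0.664 between libraries of the same number and strain, and 47 of 48 libraries matched their own number best (5241 transcripts). Between different numbers the correlation was -0.326. This value follows from the first, since the deviations cancel within each group, and adds no further evidence. Values with a block for this number are given beside several results and in the sensitivity part. The alternatives changed the scaling, the filter, the tool, the block, the replicates and groups in the fit, the thresholds and the reference time. The screen, RT-qPCR, chromatin, crosslinking and protein data of the paper were not analysed here. The paper's supplementary tables (Supplementary Data 2A and 5A) could be read only for the genes at their top, so only the nascent shares of *GAL1* and the *GAL7-GAL10* unit were compared with them, and these match.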

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

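The tests of the nascent share near 0 after galactose, the correction for conversions per read and the comparison with classes against t_0_’ were chosen only after the result was seen.

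SUTs are a signal that the paper's main text does not name (its supplementary figures could not be read). In naive *rrp6∆* cells 352 of 803 SUTs were higher and 5 lower than in the wild type (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.001, median log2 1.13). The total reads of the SLAM-Seq libraries are another such signal. At t_30_’, 1256 of 5375 coding transcripts had more reads than at t_30_ in the wild type and 1211 had fewer.

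Differences between the strains passed a test of the difference itself in the following results. The transcriptional memory score differed for 276 coding transcripts (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p under 0.05), and the change from t_0_ to t_0_’ for 15, both in the model without the replicate number. The change in nascent odds from t_0_ to t_0_’, as the median of one class minus that of another and *rrp6∆* minus the wild type, differed between the strains by 0.0528 for induced against other transcripts (n = 992 and 4195, camera p = 0.0067), by -0.0462 for repressed against other (n = 1206 and 3981, camera p = 0.0061), by 0.0784 for induced against repressed (n = 992 and 1206, camera p = 1.2e-05), by -0.0392 for repressed against the transcripts of neither class (n = 1206 and 2989, camera p = 0.0207), by 0.0728 for induction memory against other (n = 742 and 4445, camera p = 0.0013) and by -0.0487 for repression memory against other (n = 999 and 4188, camera p = 0.0048). These camera values hold at the preset correlation of 0.01 only. With an estimated correlation, p = 0.733, 0.762, 0.574, 0.797, 0.678 and 0.755 in the same order, and none passes. The estimate can take in a shift shared by a whole library, so these p-values may be too large. In each, the contrast between the medians over all libraries was smaller in *rrp6∆* than in the wild type. By replicate number this does not hold for number 1 in the classes of repressed genes, where *rrp6∆* had the larger contrast: 0.182 against 0.159 for repressed against other, -0.191 against -0.179 for induced against repressed, 0.181 against 0.152 for repressed against neither class and 0.194 against 0.165 for repression memory against other. No group has 4 or more samples, so no sample was tested as lying far from its group. In the total reads of *rrp6∆*, the squared differences of replicate 3 from replicates 1 and 2 were 63.7 and 62.5 times those of counting noise at t_0_ (median over coding transcripts), against 1.36 between replicates 1 and 2, and 23.0 and 25.9 times against 1.33 at t_0_’. In the wild type at t_0_’ they were 14.6 and 23.0 times for replicate 1 against 2 and 3, and 2.41 between those. Without replicate 3 the median share of naive *rrp6∆* differs from the wild type by -25.2% instead of -31.0%, and 4645 instead of 3405 transcripts have changed odds in primed *rrp6∆* cells.

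The first pattern weighed is the nascent share near 0 after the shift to galactose. Of 31 transcripts that rose at least 4-fold from t_15_’ to t_30_’ in the RNA-Seq libraries, 28 had at least 20 reads at t_30_’, and their median nascent share there was 0.00478, or 0.478%, with 1.92% as the highest. RNA made within that time should carry label, so label that is not taken up or not read out in galactose medium may account for the low shares. The total reads of these transcripts rose by a median log2 of 4.73 from t_0_’ to t_30_’, but they were chosen for a rise and read counts are relative, so a fall of synthesis in all transcripts is not excluded by this test.

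The second pattern weighed is the lower nascent share in primed than in naive wild-type cells. Nascent reads held fewer conversions in primed cells (3.51 against 3.86), and shares corrected for this had a ratio of 0.897, a change of -10.3%. The correction may remove part of the difference or too little, so fewer conversions per labelled read and slower turnover cannot be told apart. Slower turnover at equal labelling would move transcripts with low shares more than those near saturation. Between the 1038 transcripts with the lowest and the 1038 with the highest naive share (medians 21.7% and 67.2%), the log2 change of the share differed by 0.0416, with replicates from -0.0095 to 0.0769, which decides neither way.

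The third pattern weighed is the overlap of the genes higher in naive *rrp6∆* cells with the induction memory genes. With classes defined against t_0_’, which share no t_0_ library with the strain comparison, the overlap was 84 transcripts, 2.10 times the expected, so shared t_0_ libraries alone cannot give it. Without transcripts that overlap another unit on the same strand it was 70.0, or 2.23 times, which argues against reads shared with an annotated overlapping unit. Readthrough into units that do not overlap was not tested. Matched on mean count at t_0_, 56.2 would be expected and the ratio is 1.48, so that low counts at t_0_ could account for part of the excess. A biological link between exosome targets and memory genes stays open as a hypothesis.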

How the results depend on the processing

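The settings named all features but CUTs and SUTs, replicate block within strain, the same CUTs in every library, classes against t_0_’, strains compared at t_0_’ and corrected for conversions per read were chosen only after the result was seen. Of the values that answer a comparison, 373 stayed on their side of the threshold or within their spread, 65 moved, 10 became stronger, 17 weaker and 1 reversed. The further results stayed in 193 cases and moved in 86, with 5 stronger and 2 weaker. Values for gene lists stayed in 1741 cases, with 55 stronger, 163 weaker and 6 reversed, and those for named genes in 5099, with 217 stronger, 354 weaker and 1 reversed. The share of counts from spike-ins was not run, since the table holds no spike-in counts. In simulated counts with the depth and spread of the t_0_ libraries, 31 of 40 transcripts raised 2-fold were called and 15 of 40 raised 1.5-fold. Unless a setting itself states it (a stricter threshold, fewer libraries), the cause was not tested.

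With the sum of coding counts as the scale, which the paper's Methods state, 1891 transcripts were induced and 666 repressed in the wild type, and 1542 and 665 in *rrp6∆*. Induction memory then covered 1627 and repression memory 597, with 287 enhanced and 4 attenuated, and 93 enhanced and 7 attenuated. In naive *rrp6∆* 658 differed, between t_0_’ and t_0_ in *rrp6∆* 17, the median CUT change in the wild type was -0.0911, and *XRN1* at t_15_’ against t_180_ reversed to -0.36. A score difference beyond 1 left 35 enhanced and 1 attenuated induction memory transcripts and 36 and 0 for repression memory, and the interaction test 52 and 1, and 93 and 1. With primed cells against t_0_’, 301 repression memory transcripts were enhanced and 2 attenuated. At an adjusted p under 0.05, 8 repression memory transcripts were attenuated, 1066 transcripts differed in naive *rrp6∆*, and 149 and 55 between t_0_’ and t_0_ in the wild type and *rrp6∆*. The overlap of lower and repression memory genes then had p = 2.4e-16 by Fisher's exact test.

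With the replicate block the numbers were 1037 in naive *rrp6∆* and 193 and 54 between t_0_’ and t_0_, the same overlap had p = 1.2e-29 by Fisher's exact test, and the change of induction memory against no memory in the wild type, -0.0682, passed the test. In SLAM-Seq the numbers were not taken as pairs, since deviations of the same number correlated at -0.031 (wild type t_0_ and t_0_’), 0.113 (*rrp6∆*), -0.0213 and -0.0718 (between strains). With a block for the number over both strains, the galactose and glyoxylate lists in the wild type each had an adjusted p of 0.0341 in place of 0.0688 and 0.138. A block within each strain gave 4440.0 transcripts with changed odds in the wild type and 11 SLAM-Seq lists.

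Fitting only the groups compared left 8 and 0 transcripts between t_0_’ and t_0_, and 4447 and 5 with changed odds in the wild type and *rrp6∆*. With DESeq2, 30.0 differed between t_0_’ and t_0_ in *rrp6∆*, and the overlap of lower and repression memory genes had p = 6.8e-04 by Fisher's exact test. Limma on log odds called 79 in the wild type. Relative to the median change, 710.0 transcripts changed in *rrp6∆* and 2143 between the strains at t_0_.

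As conversion rates, the global change was -23.8% (wild type t_0_’) and -39.1% (*rrp6∆* at t_0_), repression memory in *rrp6∆* differed by 0.0368 and was no longer past the test, and in the wild type the lists of glycolysis (adjusted p = 0.0208) and amino acid biosynthesis (adjusted p = 0.589) reversed. Corrected for conversions per read, the global changes were -10.3% and -22.2%. The pooled share gave -99.6% from t_0_ to t_30_. As the log ratio of shares, enhanced repression memory in the wild type differed by 0.0320 and no longer passed, and glycolysis (adjusted p = 0.0104) and amino acid biosynthesis (adjusted p = 0.955) reversed. With at least 50 reads, induction memory in the wild type differed by -0.0629 and passed, and meiosis in *rrp6∆* reversed (adjusted p = 0.898).

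Matched on read count, induced transcripts in the wild type differed by -0.0162 and repression memory by 0.0206, both no longer past the test, and in *rrp6∆* repression memory reversed to -0.0261. Matched on naive share, induction memory in the wild type differed by -0.0381 and passed, while enhanced repression memory (0.0279), and in *rrp6∆* repression memory (0.0243) and its enhanced class (0.0206), no longer did. With an estimated correlation, these differences no longer passed: induced -0.0995, repressed 0.207, repression memory 0.0855 and its enhanced class 0.107 in the wild type, and 0.165, 0.0605 and 0.112 in *rrp6∆* for repressed, repression memory and its enhanced class. Of the lists, 41 passed in RNA-Seq and 0 in SLAM-Seq. In SLAM-Seq the estimate can take in a shift shared by a whole library, so that its p-values may be too large. By the Wilcoxon test over genes, induction memory in the wild type (-0.0209) and induced transcripts in *rrp6∆* (-0.0236) passed.

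Without replicate 1, 2 or 3 the attenuated transcripts ranged from 2 to 11 for both directions of memory, those differing in naive *rrp6∆* from 201 to 326, those between t_0_’ and t_0_ from 8 to 25 and from 1 to 8, the overlap of lower and enhanced repression memory from p = 0.0015 to 0.332 by Fisher's exact test, and those with changed odds from 0 to 4503 in the wild type and from 2 to 4645 in *rrp6∆*. In the wild type, induced transcripts differed by -0.0942 to -0.0907 and induction memory by -0.0677 to -0.0621, 14 to 24 SLAM-Seq lists passed, and beta-oxidation ranged from an adjusted p of 4.5e-04 to 0.886, reversed without replicate 3.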

Differences from the paper's values

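The paper gives 546 induction memory genes, and 827 were found here. Of the alternatives set before the data were examined, the count lies within 1.5 times the paper's without replicate 1 (691), without replicate 3 (747), with the strain fitted alone (810.0) and with primed cells against t_0_’ (777). It does not with TMM (941), the sum of coding counts, which is the scaling in the paper's Methods (1627), no count filter (826), DESeq2 (842), the replicate block (921), without replicate 2 (826) and at an adjusted p under 0.05 (934). The paper gives 451 induction memory genes unchanged in *rrp6∆*, and 705 were found here. The count lies within 1.5 times without replicate 1 (555), without replicate 3 (631) and with primed cells against t_0_’ (609), and not with TMM (821), the sum of coding counts (1336), no count filter (704), DESeq2 (718), the replicate block (795), without replicate 2 (720.0), at an adjusted p under 0.05 (803), with the score at t_30_’ (730.0) and beyond a score difference of 1 (791).

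For the overlap of genes higher in naive *rrp6∆* with induction memory genes, the paper's p is 4.7e-08, which is 4.7 in units of 1e-08, and Fisher's exact test here gives 4.2e-04 in the same units. For genes lower in naive *rrp6∆* and repression memory, the paper's p is 0.003 and the value here 0.469. For higher and enhanced induction memory the paper's p is 2.6e-08, or 2.6 in units of 1e-08, against 0.00802 here. For lower and enhanced repression memory it is 2e-07, or 2 in units of 1e-07, against 153310.1 here. None of the alternatives set before the data were examined brings any of these 4 values within 1.5 times the paper's. The nearest by ratio on each were the fits without replicate 1 (p = 3.5e-07 by Fisher's exact test), DESeq2 (p = 6.8e-04 by Fisher's exact test), the fit without replicate 2 (p = 3.2e-10 by Fisher's exact test) and DESeq2 (p = 7.8e-08 by Fisher's exact test). The lists here differ in length from the paper's, and a p depends on that length. A ratio of p-values therefore does not tell whether an overlap is present. Unlike the main fit, DESeq2, the replicate block and calls at an adjusted p under 0.05 each give lower and repression memory genes an overlap past the test.

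The paper's principal component 2 holds about 36% of the variance in Fig. 2B, read by eye, and the one here 13.9%, with no alternatives set. For the turnover of induction memory against induced genes without memory in the wild type, the paper's p lies under 2.8e-06, and camera gives 0.0514 here (n = 742 and 250 transcripts). The legend of the paper's Fig. 5 names a Wilcoxon test, so camera is another test than the paper's. Of the alternatives set before the data were examined, the Wilcoxon test over genes (2.0e-06), the like-for-like one, lies within 1.5 times. The others do not: at least 50 reads (0.0364), matched on read count (0.149), matched on naive share (0.0070), the conversion rate (0.268), an estimated correlation (0.772), the log ratio of shares (0.0609), the replicate block (0.0304), and without replicate 1, 2 or 3 (0.0096, 0.0268 and 0.709).

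The paper states that respiration genes were stabilised in primed wild-type cells beyond most others. Here the respiratory chain and ATP synthase had a median log2 odds change of -0.44 against -0.47 in all coding transcripts, with 2 of 38 past the test and a camera adjusted p of 0.37, while galactose genes had -0.70 (adjusted p = 0.069) and *CIT3*, of the tricarboxylic acid cycle, fell by 1.22. The list was written for this re-analysis and may hold other genes than the paper's group. Log odds are also another measure than the paper's nascent over all reads, so the comparison is not like for like. The paper also states that induction memory genes gained stability in primed *rrp6∆* cells relative to others. Here their difference from induced genes without memory was -0.03 (n = 742 and 250 transcripts, camera p = 0.889) and from all other coding transcripts -0.05 (n = 742 transcripts, camera p = 0.507). By the Wilcoxon test over genes, the kind of test that the paper's Fig. 5 uses, the former had p = 0.215. The latter had p = 6.6e-07, in the direction the paper states.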

Other observations

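The tests of label in galactose and of conversions per read, and the settings of classes against t_0_’ and of strains compared at t_0_’, were chosen only after the result was seen.

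A pair of transcripts other than *RRP6* was nearly absent from *rrp6∆*. *GYP5*, a GTPase activator gene of vesicle transport, had 0.0120 to 0.0917 times the wild-type level over the 8 time points, and *HFM1*, a meiotic helicase gene, 0.0208 to 0.0640. In the SLAM-Seq libraries the wild type had at least 663 and 214 reads of them and *rrp6∆* at most 201 and 46. Whether the strain carries other changes at these genes was not tested.

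At t_180_ in the wild type, 269 of 803 SUTs were higher than at t_0_ and 112 lower, and 74 and 136 of 875 CUTs (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.001). All 23 measured genes of the general stress response rose by t_180_ (median log2 3.83, camera adjusted p = 1.9e-15), such as *DDR2* (8.14), and so did 48 of 68 mitochondrial ribosomal protein genes (0.60, adjusted p = 0.0095, but 0.54 with an estimated correlation). Of 42 amino acid biosynthesis genes 29 fell and 8 rose (-0.93, adjusted p = 0.0018, but 0.59 with an estimated correlation), and of 19 iron regulon genes 16 fell (-1.23, adjusted p = 0.0059, but 0.57 with an estimated correlation). Of 32 genes of cytoplasmic mRNA decay 6 rose and 13 fell (adjusted p = 0.53), of 21 meiotic genes 11 and 5 (adjusted p = 0.41), of 10 histone genes 1 and 7 (adjusted p = 0.3) and of 6 a-specific genes 4 fell (-1.86, adjusted p = 0.0081, but 0.16 with an estimated correlation).

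Of the decay factors that the paper studies, *TRF5* (log2 -2.25), *LRP1* (-1.89), *PAP2* (-1.03) and *SKI2* (-0.83, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.7e-08) fell by t_180_ in the wild type, while *XRN1* (-0.35, adjusted p = 0.00135) and *NAB3* (-0.06, adjusted p = 0.529) did not pass 0.001. The units of *LRP1* and *NAB3* overlap others on the same strand, so their counts are uncertain.

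Compared at t_0_’, 403 coding transcripts differed between the strains, 239 higher and 164 lower in *rrp6∆*, and 737 CUTs were higher. Between t_0_’ and t_0_ in *rrp6∆*, 9 coding transcripts were higher and 2 lower, *SPL2* (1.78) and *JEN1* (1.50) among the higher, and 8 of 12 phosphate starvation genes passed over the list alone (camera adjusted p = 3.0e-35, and 1.1e-10 with an estimated correlation).

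The memory seen in RNA-Seq was also present in the separate SLAM-Seq cultures. Of the 827 induction memory genes, 97.5% had more total reads at t_30_’ than at t_30_ in the wild type (638 past the test), against 55.9% of other coding transcripts, and of 1003 repression memory genes 99.1% had fewer (811 past the test). The log2 changes of both experiments had a Spearman correlation of 0.894 over 5374 transcripts, which are not independent replicates.

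The turnover changes of the strains had a Spearman correlation of 0.569 over 5187 coding transcripts, in line with a change that the strains share gene by gene, though genes are not independent. Over 742 induction memory genes, the change in nascent odds and the log2 change at t_30_’ against t_30_ had a Spearman correlation of -0.293 (permutation p = 1e-05, the smallest that 100000 permutations can give). The permutation takes genes as independent, so its p does not measure the spread between cultures. Transcripts whose nascent odds fell more in primed cells may have the stronger induction memory, a hypothesis found and tested on the same data. Whether that fall is slower turnover or fewer conversions per labelled read is not known.

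The libraries of 3 against 3 make 10 splits, too few for a share under 0.05. The number of splits with a count as large as the real one was 1, the real split itself, for all of the following but nascent odds in *rrp6∆*. In the wild type the real count and the highest of the other splits were 1080 and 0 for induced, 1210.0 and 0 for repressed, 827 and 0 for induction memory and 1003 and 0 for repression memory genes. Only the t_0_ and t_180_ libraries were reassigned for these classes. Memory genes are a part of the induced or repressed genes, so their 0 was fixed in advance and says nothing about memory. In *rrp6∆* the real count and the highest other were 990.0 and 0 for induced and 1126 and 0 for repressed genes. For naive *rrp6∆* against the wild type they were 405 and 0, for CUTs 735 and 0, for t_0_’ against t_0_ 40.0 and 0 in the wild type and 11 and 0 in *rrp6∆*, for t_30_’ against t_30_ 1845 and 0 and for t_60_’ against t_60_ 2364 and 0. For enhanced induction memory they were 114 and 113, and for enhanced repression memory 193 and 150.0. Only the t_15_’ libraries were reassigned between the strains for these, while those at t_180_ stayed in place. For nascent odds the real count and the highest other were 1263 and 0 in the wild type and 4575 and 0 between the strains. For nascent odds in *rrp6∆* the real count was 3405 and the highest other 3808, and 2 splits reached the real count. A further split gave 2272.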
